# Genetic control of cellular morphogenesis in Müller glia

**DOI:** 10.1002/glia.23615

**Published:** 2019-03-29

**Authors:** Mark Charlton‐Perkins, Alexandra D. Almeida, Ryan B. MacDonald, William A. Harris

**Keywords:** CRISPR, morphogenesis, Müller glia, transcriptome, zebrafish

## Abstract

Cell shape is critical for the proper function of every cell in every tissue in the body. This is especially true for the highly morphologically diverse neural and glia cells of the central nervous system. The molecular processes by which these, or indeed any, cells gain their particular cell‐specific morphology remain largely unexplored. To identify the genes involved in the morphogenesis of the principal glial cell type in the vertebrate retina, the Müller glia (MG), we used genomic and CRISPR based strategies in zebrafish (Danio rerio). We identified 41 genes involved in various aspects of MG cell morphogenesis and revealed a striking concordance between the sequential steps of anatomical feature addition and the expression of cohorts of functionally related genes that regulate these steps. We noted that the many of the genes preferentially expressed in zebrafish MG showed conservation in glia across species suggesting evolutionarily conserved glial developmental pathways.

## 1 INTRODUCTION

The genetic control of postmitotic cell shapes is very poorly understood, especially for the cells making up the central nervous system (CNS), that is, the neurons and glia. These cells assume an immense variety of cell type‐specific morphologies necessary for building their precise connections during development (Kandel, 2013). Glial cells have elaborate morphologies that facilitate their ability to make precise contacts with specific partner neurons, blood vessels, and other glia (Kettenmann & Ransom, 2013). For example, astrocytes, the most abundant glial type in the CNS, emanate numerous fine projections to contact up to two million synapses per cell (Araque, Parpura, Sanzgiri, & Haydon, 1999). These glial projections provide support to their synaptic partners by expressing proteins necessary for energy metabolism, neurotransmitter recycling and ionic homeostasis (Khakh & Sofroniew, 2015). Altered glial morphology is a common pathological feature of neurological disorders and may significantly contribute to neuronal dysfunction and degeneration (Burda & Sofroniew, 2014). Indeed, loss of correct glial morphology and subsequent neuronal support is associated with many psychiatric and neurodegenerative conditions (Bringmann & Reichenbach, 2009; Jadhav, Roesch, & Cepko, 2009; Pfrieger, 2009; Reichenbach & Bringmann, 2013). Despite their importance, it is not well understood how glial cells establish their overall morphology or their precise synaptic contacts during CNS development.

The radially oriented glial cells in the retina were first described more that 150 years ago (Müller, 1851), and were later named Müller glia (MG) in honor of their discoverer. MG are astonishingly complex and show several elaborate anatomical features that are necessary for precise contact with distinct retinal neurons and membranes. MG are present in all vertebrate retinas and share a conserved set of well‐aligned and layered anatomical features, which were first noted by the great neurohistologist Ramon y Cajal (Cajal, 1892). These features (Figure 1a) include (a) their cell bodies sit in the middle cellular layer of the retina—the inner nuclear layer (INL); (b) their central radial processes span the width of the retina making contact with both the outer to the inner limiting membranes (OLM and ILM); (c) fine branches emerge laterally from these central stalks extending differentially into the two synaptic neuropils, known as the outer and inner plexiform layers (OPL and IPL) (MacDonald, Charlton‐Perkins, & Harris, 2017; Uga and Smelser 1973). Additionally, the MG cells in the mature retina are evenly spaced with their processes arranged in highly ordered mosaics, with little overlap between the cellular domains of neighboring MG cells (Wang et al., 2017; Williams et al., 2010). This network of mature MG morphology facilitates their contact with potentially neuron and synapse in the retina.

**Figure 1:**
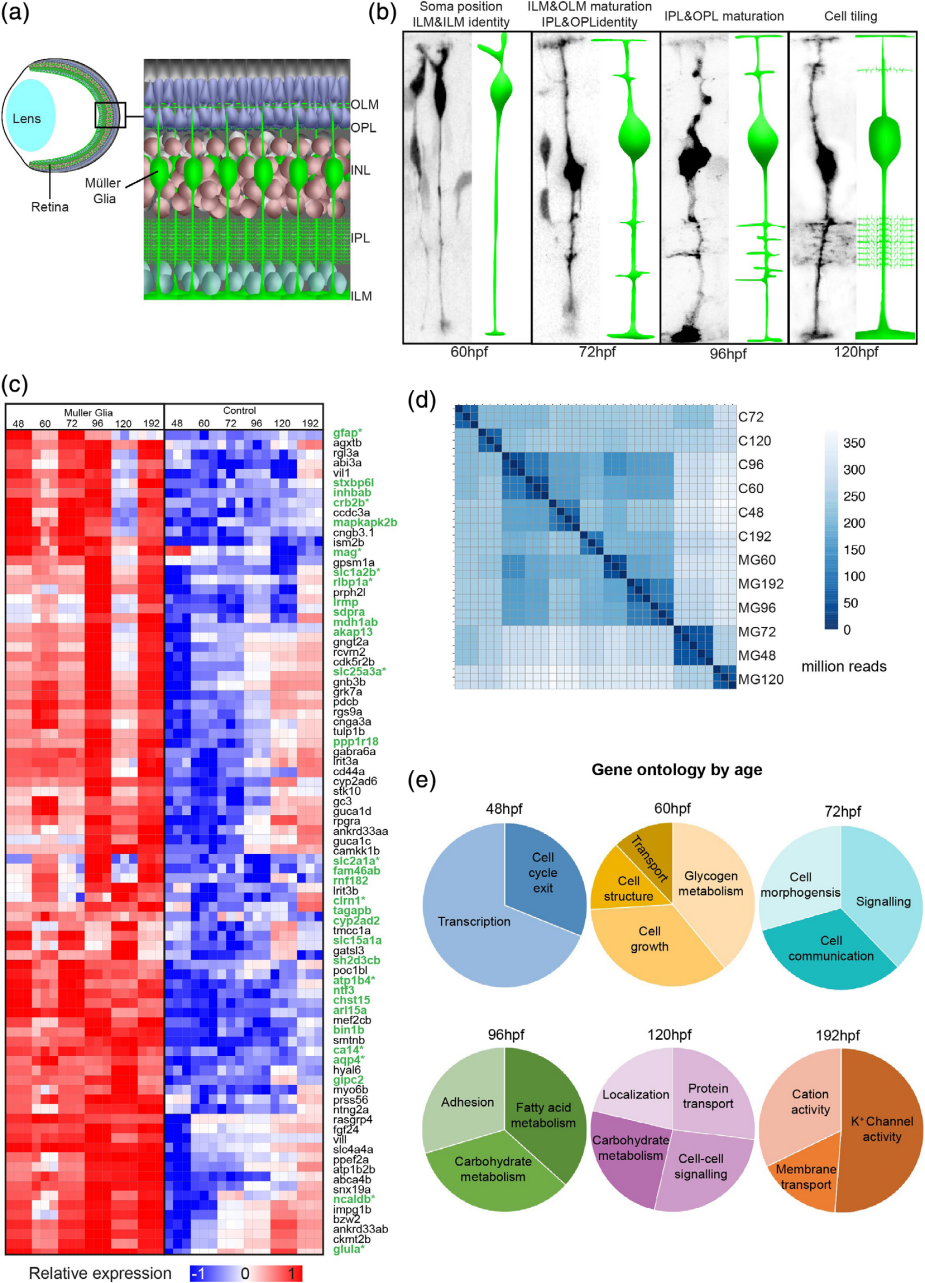
Temporal MG cell morphology and gene expression.(a) Diagrammatic representation of the retina within the eye showing the positioning of MG cells. (b) *Tg*(TP1:Venus) transplanted MG cells showing the time course of MG cell differentiation that gives rise to the distinct MG compartments (OLM: outer limiting membrane; OPL: outer plexiform layer; INL: inner nuclear layer; IPL: inner plexiform layer, ILM: inner limiting membrane). (c) Heatmap (relative expression values by sample—CPM) of top 100 significantly expressed genes in MG (GFAP‐GFP cells) compared to control (GFP negative cells) retinal cells (known glial genes are green and * indicates previous reported expression in MG) (see Supporting Information Table S1 for normalized enrichments). (d) Hierarchical clustering of samples used for RNA‐seq demonstrating consistency between the three replicates used for each time point (MG—GFAP‐GFP sorted cells, C—GFP negative control tissue) (e) Representative gene ontology proportions of MG genes enriched at 48, 60, 72, 96,120, and 196hpf

The cellular and molecular events underpinning these diverse anatomical features are completely unknown. Yet the conserved, layered, cellular anatomy of MG cells makes them an excellent cell type to investigate the genes involved in cellular morphogenesis (Cajal, 1892; Kolb, Nelson, Ahnelt, & Cuenca, 2001; MacDonald et al., 2015, 2017; Reichenbach & Reichelt, 1986; Wang et al., 2017; Williams et al., 2010). In this study, we combined temporal dissection of the MG developmental process in zebrafish with transcriptomics to identify genes that are significantly enriched in the MG at six key stages of development. Using CRISPR based reverse‐genetic screening of 66 candidates we found that 41 of these genes were implicated in various aspects of MG cell morphogenesis. These studies also reveal that the sequential steps of anatomical feature addition in MG were regulated by successive expression of cohorts of functionally interrelated genes. Furthermore, we identified a conserved Pax2a dependent regulome, previously implicated in vertebrate kidney and invertebrate retinal glia morphogenesis that controls many aspects of zebrafish MG differentiation. Together, our results provide an extensive genetic study that represents the first critical step to furthering our understanding of glial shape formation with potential relevance to general post‐mitotic cell shape acquisition.

## 2 MATERIALS AND METHODS

### 2.1 Animals

Adult zebrafish were maintained and bred at 26.5°C. Embryos were raised at 25–32°C and staged based on (Kimmel, Ballard, Kimmel, Ullmann, & Schilling, 1995) in hours post fertilization (hpf). Embryos were treated with 0.003% phenylthiourea (PTU, Sigma‐ Sigma‐Aldricj, Dorset, UK) from 10hpf to prevent pigmentation. All animal work was approved by the Local Ethical Review Committee at the University of Cambridge and performed according to the protocols of project license PPL 80/2198.

### 2.2 Transgenic lines

Transgenic lines Tg*(atoh7:gap43‐mRFP1)*cu2 (Zolessi, Poggi, Wilkinson, Chien, & Harris, 2006)*,* Tg*(GFAP:GFP) (Bernardos & Raymond,* 2006 *),* Tg*(TP1:Venus‐Pest) (Ninov, Borius, & Stainier,* 2012 *)*.

### 2.3 FACS, RNA‐seq, and bioinformatics

To obtain tissues for FACS and transcriptomic analysis, 20–40 whole eyes of the transgenic zebrafish line *Tg(GFAP:GFP)* were dissected from each developmental time point (48, 60, 72, 96, 120, and 192 hpf) and washed several times to remove debris in L‐15 (Leibovitz's L‐15 Medium). Eyes were then incubated in Trypsin‐EDTA 0.25% (Sigma) at 37°C for 15 min, washed several times and dissociated using FBS coated pipette tips in Calcium‐free medium (116.6 mM NaCl, 0.67 mM KCl, 4.62 mM Tris, 0.4 mM EDTA). Single cell suspensions were sorted on a Beckman Coulter MoFlo to capture Müller glia (GFP) and control (C) retinal tissue (non‐GFP). Cells were sorted into lysis buffer, and RNA was immediately extracted using the RNeasy mini kit (Qiagen, Manchester, UK). RNA concentration and qualities were assessed on an Agilent Bioanalyzer, and RNA amplification and cDNA synthesis were performed with the Ovation RNA Amplification System V2 (NuGEN, Leek, Netherlands) using the manufacturer's protocol. Nextera library preparations were performed using the Nextera DNA library kit according to the manufacturer's directions and sent to the Sanger Centre for sequencing.

Sequence files (GEO accession GSE120275) were paired, trimmed and aligned using Hisat2 to the zebrafish genome (version: Zv9) and RNA‐seq bioinformatic and statistical analysis was performed in R using the Bioconductor, FeatureCounts, Rsubread, limma, DESeq2, DEFormats, pheatmap, ggplots, org.Dr.er.db, and EdgeR packages. For enrichment analysis, trimmed‐means‐of‐m (TMM) analysis was combined with Benjamin‐Hochberg correction to correct false discovery rate (FDR). Cross‐species gene conversions were performed using Ensembl (Biomart, Ensembl resource https://www.ensembl.org/) by using zebrafish (GRCz11) or fly (BDGP5) gene symbols as the input filter, and Ensembl gene ortholog (mouse) readout attributes. Overlaps were between separate datasets were then quantified using Venny (2.1.0). Statistical significance of gene overlaps was calculated using Fisher's exact tests and corrected to discount multiple testing errors using the strict Bonferroni method. Gene Ontology analysis and statistics were performed using Gene Ontology Consortium (Ashburner et al., 2000; The Gene Ontology Consortium, 2017).

### 2.4 Embryo manipulations

For blastomere transplantations, high‐ to oblong‐stage embryos were dechorionated by pronase digestion (Sigma), placed in agarose molds, and between 5 and 30 blastomeres were transferred between Tg*(TP1:Venus)* embryos and wild type embryos using a glass capillary connected to a 2 mL syringe. Embryos were grown on dishes coated with 1% agarose in 0.04% PTU overnight until imaged by confocal microscopy.

### 2.5 sgRNA design and reverse genetic screen

The sgRNA design and strategy are primarily based on the methods from Shah and colleagues (Shah, Davey, Whitebirch, Miller, & Moens, 2016). Briefly, each guide RNA was designed using the ChopChop design tool (Labun, Montague, Gagnon, Thyme, & Valen, 2016) at chopchop.cbu.uib.no/index.php. For each gene, the two gRNAs with minimal predicted off‐target sites were selected and co‐injected. In the first screen, we picked the two targets with the highest overall rankings in the first exon, while in the second and third screens we used the highest‐ranking targets for the first and last exon of each gene. Template DNA was synthesized by in vitro transcription of a two oligo PCR method. For this, an oligo scaffold containing the RNA loop structure 5′[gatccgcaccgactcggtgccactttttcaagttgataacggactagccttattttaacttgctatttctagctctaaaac]3′ required for Cas9 was synthesized and used for the syntheses of all gRNAs (Extended data Table 2). Next, a unique oligo containing the T7 promoter, the 20 nucleotides gRNA, and 20 bases of homology to the scaffold oligo was synthesized. PCR amplification of these annealed oligos sequence was created using Phusion master mix (New England Biolabs, M0531 L) with 10uM scaffold and gRNA for 40 cycles in a thermal cycler. This PCR product was purified (PCR purification kit; Qiagen) and used as a template for the in vitro transcription reaction (T7 megascript; Ambion). RNA was purified on columns (Zymo Research, D4014) and injected using 100 pg of each gRNA (200 ng total) with 1200 pg of Cas9 encoding mRNA.

### 2.6 Immunostaining and microscopy

Imaging of CRISPR injected embryos for each screen was carried out on fixed embryos at 120hpf (4% paraformaldehyde). Embryos were mounted in 1% low melting point agarose and positioned to allow for imaging of the retina in situ.

For immunohistochemistry CRISPR injected and mutant embryos were fixed at 120hpf in 4% paraformaldehyde overnight at 4°C, washed in PBS and then stored in MeOH at −20°C. Samples were re‐hydrated in a MeOH:PBS series (3:1, 1:1, 1:3) followed by three PBST (PBS + 0.05% Triton‐X100) washes. Rehydrated whole embryos were incubated in GFP‐Booster Atto488 (1:500, Chormotek) for 2 hr at RT and were then mounted on slides with a coverslip bridge (to prevent crushing the tissue) in Prolong Diamond (Invitrogen) and allowed to cure at room temperature overnight before imaging. For Pax2 staining samples were incubated in Rabbit anti‐Pax2 (1:200; previously Covance catalog# PRB‐276P) and goat anti‐rabbit conjugated Alexa Fluor 555 1:500 (Invitrogen) at 4°C overnight and mounted as above.

Laser scanning confocal imaging was performed using an Olympus FV1000 microscope with a ×60 oil objective (1.35 NA). For live imaging, optical sections at 0.5–1 μm separation were taken to cover the region of the retina containing the cells of interest (between 10 and 30 μm) every 15 min over 12 hr. For CRISPR screening, 0.5um optical sections of transverse sections near the middle of the retina on whole embryos, which were orientated so that the outer surface of the eye was closest to the coverslip, as described previously (Das, Payer, Cayouette, & Harris, 2003). Confocal data were analyzed and processed using Volocity (PerkinElmer) and ImageJ/FIJI (NIH).

### 2.7 Phenotype analysis

For phenotype analysis, injections of gRNAs were made in three replicate experiments. Control animals were injected with guide RNAs to *Slc24a5,* which resulted in normal MG morphology and loss of animal pigment confirming that our CRISPR strategy was effective (Supporting Information Figure S4a). Similar to previous CRISPR screening techniques, control and experimental injections produced between ~30 and ~55% embryonic lethality with phenotypes observable in around 95% of the surviving animals (Supporting Information Figure S4f; Shah et al., 2016; Wu et al., 2018). We also generated F1 mutant lines for several CRISPR mutants (*pax2a*, *nphs1*, *kirrela*, *Itga5*, *Itga6*, *wt1b*, *cadm1b,* and *cadm4*) and confirmed that CRISPR mutation was highly specific (by DNA sequencing) and 100% penetrant (by phenotype similarity) (Supporting Information Figure S4e; Shah et al., 2016). Finally, *pax2a* CRISPR mutation was verified by the fact that Pax2 immunostaining at 72hpf shows positive nuclei in control animals but mostly absent in F0 CRISPR injected fish and completely absent in F1 *pax2a* mutants (Supporting Information Figure S4b–d).

Phenotype counts were done on between 45 and 56 injected animals for each mutant (Supporting Information Table S4) using un‐flattened (un‐processed) z‐stack transverse images of retinas in situ in whole embryos. Each sample's MG features were scored throughout the tissue using the following criteria to make a decision on the presence or absence of particular defects: Soma position: Abnormal MG soma position basally or apically, adjacent to the IPL, or completely displaced from the INL; OLM: Large breaks or the complete absence of the OLM; ILM: Large breaks or the complete absence of the ILM; IPL: Altered thickness, failure to elaborate, or abnormal elaboration of the IPL; OPL: Failure or abnormal elaboration of the OPL; Tiling: Significant spacing disruptions (large gaps or multiple overlaps) of MG cell bodies, and/or MG projections including those in the IPL and OPL. Mutant phenotype counts were subjected to Fisher's exact tests to quantify significance with Bonferroni correction to eliminate multiple testing errors (121 for Screen 1, 174 for Screen 2, 120 for Screen 3).

## 3 RESULTS

### 3.1 The anatomical development of MG can be broken into sequential steps of feature addition

It is known that Notch signaling is essential for MG cell specification (Dorsky, Rapaport, & Harris, 1995; Ohnuma, Philpott, Wang, Holt, & Harris, 1999; Vetter & Moore, 2001) and in the Tg(*TP1:Venus)* transgenic line (Ninov et al., 2012), the Notch‐responsive element TP1 drives expression of the fluorescent protein, Venus, allowing MG cells to be followed from the time of their initial specification in zebrafish at ~60 hpf (MacDonald et al., 2015). By transplanting blastomeres from the transgenic zebrafish line into wild‐type hosts, we were able to visualize the sequential steps of MG morphogenesis in zebrafish in vivo (Figure 1b). At 60hpf, the MG cell bodies begin to migrate basally to their stereotypic position in the middle of the INL of the retina (MacDonald et al., 2015). By 72hpf, MG begin to expand their apical processes and basal endfeet to confluently fill the surfaces of the OLM and ILM, respectively. At this time, they also begin to extend dynamic filopodia from their central stalks, which identify the OLP and the apical and basal limits of the IPL. By 96hpf MG in zebrafish elaborate fine processes with the plexiform layers (Williams et al., 2010). The last step that we investigated in this process is that MG cells space themselves out across the retina such that they are evenly distributed across the retina with little to no gaps or overlaps (MacDonald et al., 2015; Williams et al., 2010). Homotypic repulsive cell interactions are thought to account for this (Bushong, Martone, Jones, & Ellisman, 2002; Williams et al., 2010), as focal ablation of MG cells results in nearby MG cells extending processes to fill in the spaces previously occupied by the ablated MG cell (Williams et al., 2010). Thus, by the time robust vision commences in zebrafish, about 120hpf (Biehlmaier, Neuhauss, & Kohler, 2003), these cells have gained the full set of the conserved cell‐specific anatomical characteristics that Cajal originally identified.

### 3.2 Transcriptomic analysis of key stages in MG morphogenesis reveals gene ontology differences

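RNA-seq libraries were made from GFP cells (MG) and from the remaining non-GFP retinal cells (C) of Tg(*GFAP:GFP*) eyes at 48, 60, 72, 96, 120, and 192hpf, with 3 replicates of each fraction at each stage. The authors deposited the log2 CPM (reads of a gene per 1000000 reads of the column) of 31540 Ensembl genes in the 36 columns that result. Each column was scaled to its own total after a prior of 0.25 read, adjusted to the library size, was added, and the values contain no TMM factor. The reads behind the values were recovered from them, since the low values of every column fall on steps of 0.01 read. Outside 60hpf MG, the columns held from 1311849 to 8889893 reads on genes and from 15981 to 20024 genes with a read. The 60hpf MG columns held 63463 to 90846 reads and 6532 to 6574 genes with a read. A signal of 3 reads was taken as the floor. In the shallower fraction of each stage this floor stood at 2.28 CPM at 48hpf, 38.0 CPM at 60hpf, 0.767 CPM at 72hpf, 1.23 CPM at 96hpf, 0.969 CPM at 120hpf, and 0.693 CPM at 192hpf. No molecular identifiers are described, so the floors cover counting error only. MG and C were compared in 2 ways. In one, limma (lmFit, then eBayes with a trend) was fitted to all 36 columns for the 19046 genes with at least 1 CPM in at least 3 columns, and p-values were adjusted by Benjamini-Hochberg within each stage. In the other, columns of a group linked by a median difference near that of read sampling were joined into 1 library, values under the floor were set to the floor, and a gene was called when MG and C differed at least 2-fold. The second way was chosen after the columns had been compared. Symbols were taken from the pairs of identifier and symbol in Tables S1 and S5, which cover 4041 of the identifiers (12.8%). Genes without such a pair, *gfap* among them, were not followed.

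**Figure D1:**
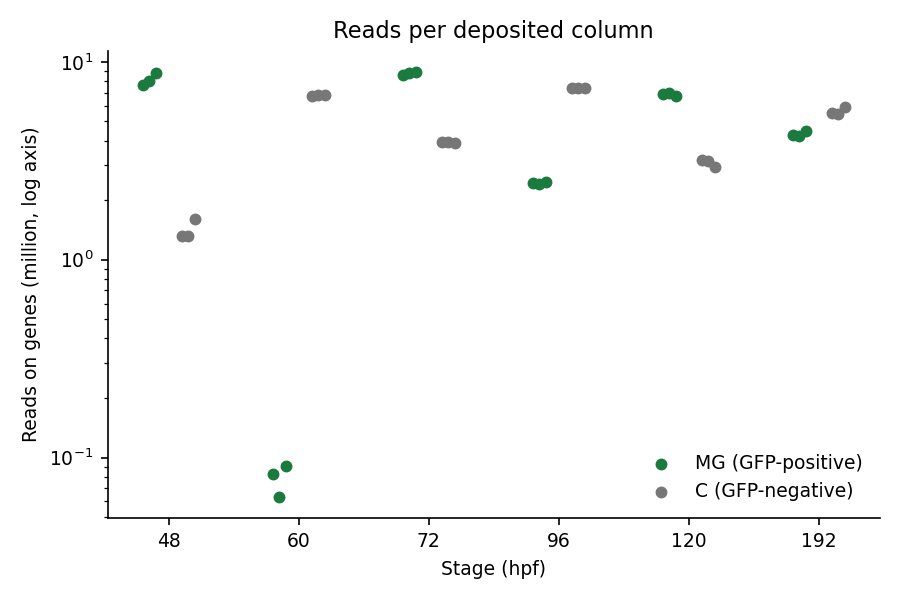
Reads on genes in each of the 36 columns, in units of 1000000 reads on a log axis, by stage (hpf), with MG in green and C in grey and a dot for each column. The 60hpf MG columns lie at 0.0635 to 0.0908 of these units, and all other columns lie between 1.31 and 8.89.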

To search for genes involved in MG cell morphogenesis, we FACS‐sorted MG at specific times (48, 60, 72, 96, 120, and 192hpf) that span the morphogenetic process outlined above, and identified genes expressed preferentially at each of these time points (Figure 1c). 

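The 3 columns of each group were compared gene by gene through their recovered reads, for genes with at least 20 reads in the pair of columns. The median chi-square over genes was divided by the value that read sampling alone gives, so that a ratio of 1 marks columns that differ by read sampling only. Replicates 1 and 2 had ratios between 0.0680 and 0.226 in 11 of the 12 groups and a ratio of 0.952 in 48hpf MG. Replicate 3 had ratios between 0.878 and 1.01 with replicates 1 and 2 in 9 groups, and of 1.03 and 1.34 in 60hpf MG. In 48hpf C these ratios were 4.55 and 4.48, and in 48hpf MG they were 147 and 150. Of the 594 pairs of columns from different groups, 5 had a ratio at or under 1.1. The column labelled 48hpf C replicate 3 had a ratio of 0.677 with 48hpf MG replicate 1 and of 0.985 with 48hpf MG replicate 2. The column labelled 48hpf MG replicate 3 had ratios of 0.860, 0.941, and 0.944 with 72hpf MG replicates 1, 2, and 3. The labels were kept as the authors gave them. The ratio is a median over genes and does not show single genes that differ, such as the most abundant gene of 60hpf MG, with 33.9%, 8.30%, and 43.7% of the reads in its replicates. Joining the columns of a group linked, each to at least 1 other, by a ratio at or under 1.1 left 14 libraries, with 1 library in 10 of the groups and 2 libraries each in 48hpf MG and 48hpf C. In 60hpf MG it joined replicates 2 and 3 through replicate 1. At that depth the ratio separates libraries poorly. Replicate 3 of 60hpf MG had a ratio of 1.19 with 96hpf C replicate 1, below that with its own replicate 2. Whether it is the same library as replicates 1 and 2 therefore cannot be told. MG and C have no replicates in the joined libraries at the 5 stages other than 48hpf. Apart from this open point at 60hpf, a test on their columns compares those libraries and not the conditions. At 48hpf the replicate 3 library of each fraction matched columns of another group. By Euclidean distance over the 19046 genes, 28 of the 36 columns had the other 2 columns of their group as their nearest ones, and the other 8 were the 6 columns of 48hpf and replicates 1 and 3 of 72hpf MG. The mean distance within groups was 148, against 419 between groups (ratio 0.353, one-sided permutation test of the labels, p = 0.0001, the smallest that 10000 draws can give). Taking 1 minus Spearman's correlation as the distance moved this ratio most, to 0.191.

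**Figure D2:**
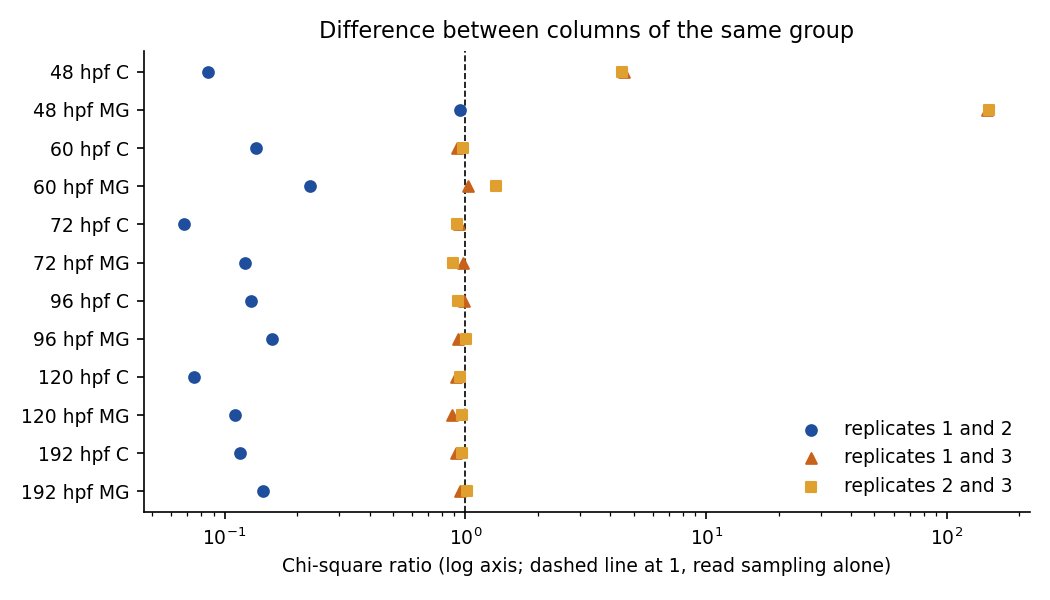
Chi-square ratio between the columns of each group, on a log axis, for replicates 1 and 2 (circles), 1 and 3 (triangles), and 2 and 3 (squares), with a dashed line at 1 for read sampling alone. Most ratios of replicate 3 lie near 1, while those of 48hpf MG reach 147 and 150 and those of replicates 1 and 2 go down to 0.0680.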

Hierarchical clustering and principal component analysis of these data reveal that minimal differences in three experimental replicates of these individual time‐points (Figure 1d). However, significant differential gene expression is notable throughout MG cell differentiation (Supporting Information Table S1). 

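In the joined libraries, 1800 genes were at least 2-fold higher and 4404 at least 2-fold lower in MG than in C at 48hpf, of 15469 genes above the floor in either fraction. At 60hpf, 490 genes were higher and 1601 lower of 5457 above the floor. At 72hpf, 4427 were higher and 4391 lower of 15202. At 96hpf, 1448 were higher and 5542 lower of 15992. At 120hpf, 3803 were higher and 6014 lower of 14986. At 192hpf, 1677 were higher and 4927 lower of 17747. Raising the floor to 10 reads moved these counts to 191 genes higher and 409 lower at 60hpf, and leaving out both 48hpf replicate 3 columns moved those at 48hpf to 401 higher and 2590 lower. TMM scaling of the recovered reads shifted the median log2 of MG over C of all genes by 0.37 at 48hpf, -0.03 at 60hpf, -0.23 at 72hpf, 0.45 at 96hpf, 0.17 at 120hpf, and 0.36 at 192hpf. With it, 3181 genes were higher and 3103 lower at 48hpf, 2069 higher and 3119 lower at 96hpf, and 2538 higher and 3556 lower at 192hpf. These differences have no replicate check at the 5 stages with 1 library per fraction. At 48hpf the replicate 3 libraries match columns of other groups within read sampling, so they give no check of the labelled groups either. On the 36 columns, limma gave an adjusted p under 0.05 to 2662 genes at 48hpf (831 higher in MG), 14649 at 60hpf (1176 higher), 8904 at 72hpf (4444 higher), 6830 at 96hpf (1256 higher), 10937 at 120hpf (3814 higher), and 5077 at 192hpf (1166 higher). At 60hpf, genes without a read in MG enter that fit as lower in MG even where C lies under the 38.0 CPM floor. With the 6 stages taken as 6 pairs of MG and C, limma gave 0 of 15932 genes an adjusted p under 0.05 (lowest 0.108), and 4418 genes an unadjusted p under 0.05, of which 920 were higher and 3498 lower in MG. In simulated data with the spread of these pairs, this test recovered 0% of the changed genes. Its lack of calls therefore cannot tell whether genes differ between MG and C. At all 6 stages, 53 genes were at least 2-fold higher and 80 at least 2-fold lower, and without both 48hpf replicate 3 columns 0 and 1. Across the MG stages, the F-test of limma on the columns gave an adjusted p under 0.05 to 18280 genes (96.0%). In the joined libraries, 4237 of the 7152 genes above the 60hpf floor in some MG library (59.2%) differed at least 2-fold between their highest and lowest MG stage, and 3887 did so without 60hpf.

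**Figure D3:**
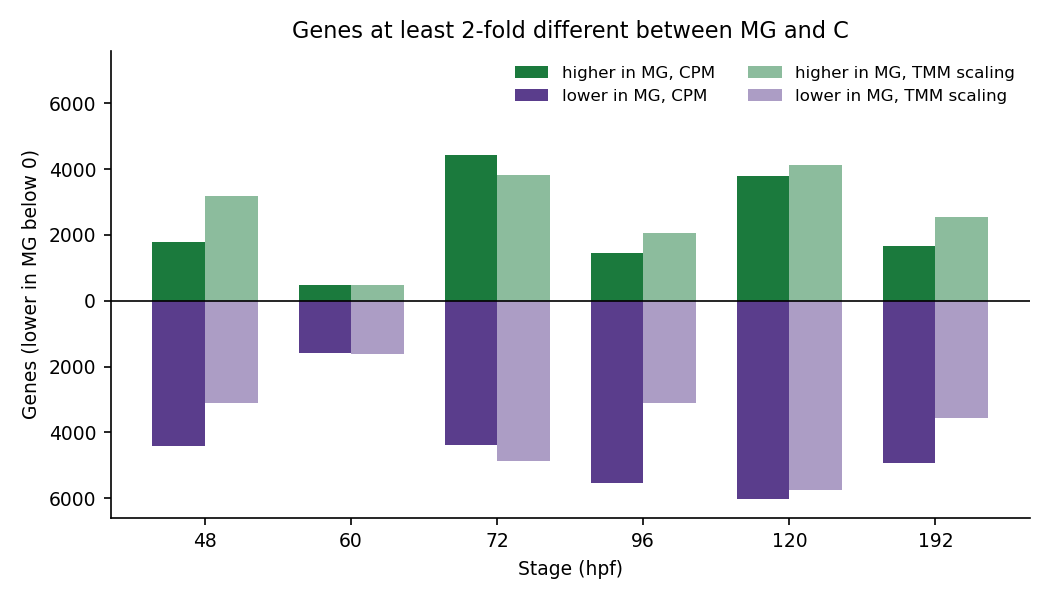
Number of genes at least 2-fold higher (above 0) or lower (below 0) in MG than in C at each stage (hpf), with CPM scaling in dark and TMM scaling in light bars. At 48hpf the split moves from 1800 higher and 4404 lower to 3181 higher and 3103 lower under TMM, and at 72hpf higher and lower genes are nearly equal at 4427 and 4391 with CPM.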

Importantly, clustering all time‐points by trimmed means of M (TMM) differential gene enrichment, shows that several of the top 100 genes have previously been associated directly with MG cells or other glia (Figures 1c, Supporting Information Table S2) (Dahlin, Royall, Hohmann, & Wang, 2009; Eisenfeld, Bunt‐Milam, & Sarthy, 1984; Jo et al., 2015; Lehre & Danbolt, 1998; Lehre, Davanger, & Danbolt, 1997; Riepe & Norenburg, 1977; Saari et al., 2001; White & Neal, 1976; Zong et al., 2010). 

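Of the 83 genes labelled in Fig. 1c, 27 could be paired with an identifier. All 27 were higher in MG over all stages in the limma fit on the columns, with an adjusted p between 1.59e-15 for *rlbp1a* and 0.00557 for *ankrd33ab*. In the joined libraries the mean log2 of MG over C of these genes lay between 1.61 and 3.99, and 19 of them were at least 2-fold higher at 5 or 6 stages. Leaving out both 48hpf replicate 3 columns moved this number most, to 4. *rlbp1a*, *lrmp*, *mef2cb*, and *myo6b* were at least 2-fold higher at all 6 stages, and none of them was called so without both 48hpf replicate 3 columns, where *lrmp* had no value at 48hpf, *mef2cb* a log2 of -1.68, and *myo6b* of -1.01. Ranked by mean log2 among all 15932 genes, 15 of the 27 were in the first 100. *rlbp1a* (ENSDARG00000012504) ranked 4 with a mean of 3.99 (standard error 1.59 over the 6 stages, adjusted p = 0.139 with the stages as pairs), and its log2 ranged from 1.87 at 48hpf, or at least 0.84 there without both replicate 3 columns, to 7.32 at 96hpf. Its CPM in the 48hpf libraries was 1.14 and 4.97 in C and 4.09 and 37.0 in MG, the last in the column labelled replicate 3. *aqp4* (ENSDARG00000010565) had a mean log2 of 3.12 (standard error 1.06, adjusted p = 0.113) and *glula* (ENSDARG00000099776) of 2.00 (standard error 0.53, adjusted p = 0.108). The test with the stages as pairs recovered 0% of changed genes in simulated data, so these adjusted p cannot count against the genes. The 12 genes printed in green had a median of the mean log2 of 2.57 and the 15 printed in black of 2.73, each above all of 10000 random lists of genes of similar expression. *slc25a3a* fell to -1.91, *gnb3b* to -1.29, and *pdcb* to -1.12 at their lowest stage. The labels of Fig. 1c were drawn by the authors from the same experiment, so that these ranks are not independent of it. Among named genes with the same direction at all 6 stages, the highest statistics of limma belonged to *rlbp1a* (log2 4.59), *six7* (2.44), *msi1* (1.11), *gpm6bb* (2.88), and *gipc2* (3.01). The lowest belonged to *porcnl* (-2.79), *klhdc10* (-2.85), *si:ch211-243j20.2* (-2.20), *skp2* (-3.25), and *rttn* (-3.34). Of these, *skp2* and *rttn* were at least 2-fold lower at 4 stages in the joined libraries and the others at 2. In the same order, the mean log2 in the joined libraries was -1.40, -1.29, -0.63, -1.85, and -2.01. A stage without a value entered this mean as 0. Genes without a read in the shallow 60hpf MG columns enter the limma fit far below what those columns can detect. Part of the size of these low limma values can therefore come from depth. Without both 48hpf replicate 3 columns, *msi1* (245 CPM in MG and 305 CPM in C), *gpm6bb* (67.5 and 88.2), and *gipc2* (2.30 and 2.66) turned lower at 48hpf. There *klhdc10* (39.2 and 31.6) and *si:ch211-243j20.2* (71.6 and 70.7) turned higher. *rlbp1a*, *six7*, *porcnl*, *skp2*, and *rttn* kept their direction.

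**Figure D4:**
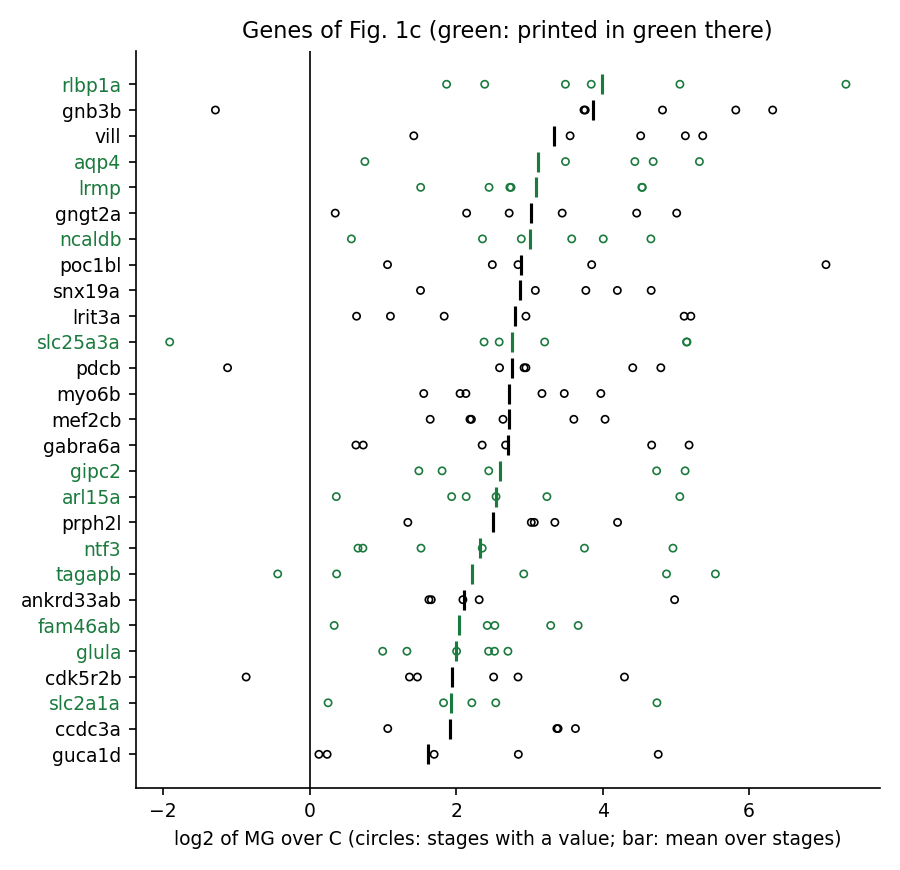
Log2 of MG over C of the 27 genes of Fig. 1c with an identifier, with a circle for each stage with a value and a bar for the mean over stages; genes printed in green in Fig. 1c are drawn in green. All means lie above 0, from 1.61 to 3.99, and single stages of 3 genes fall to -1.12 or lower.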

Overrepresentation of the gene ontology terms revealed several terms that are frequently associated with differentiation including; transcription, cell cycle exit, cell structure, adhesion, metabolism, growth signaling, membrane transport, and cation activity.

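No GO annotation was used here, and 10 families of genes were defined by symbol, so that they cover only the 3272 named genes tested. Tested by limma's camera on MG against C at each stage, 3 of 60 tests had an adjusted p under 0.05, and 10 had an unadjusted p under 0.05. All 3 were cell cycle genes, lower in MG at 96hpf (adjusted p = 0.0482), 120hpf (0.0482), and 192hpf (0.0258). The median log2 of these 25 genes in the joined libraries was -1.86, -2.54, and -1.52 at these stages, against -0.69, -0.77, and -0.34 for all named genes, and under TMM it was -1.41, -2.54, and -1.16. At least 2-fold lower were 20, 19, and 20 of the 25. A stricter low-expression filter left 1 test called. Without 48hpf C replicate 3 no test was called. Fisher's exact test on the genes called higher in MG, which says little on families lower in MG, gave adhesion families at 120hpf (adjusted p = 0.00811). On the genes called lower in MG, a test added after the values were seen, it gave cell cycle genes at 192hpf (adjusted p = 0.00671) and transcription factor families at 48hpf (0.00347), and not cell cycle genes at 96hpf (0.0741) or 120hpf (0.0840).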

The Gene Ontology (GO) terms for each developmental stage revealed dynamic changes in the biological and molecular functions of differentially expressed genes throughout MG development (Figure 1e, Supporting Information Table S3). 

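The median log2 of each family was also placed among 10000 random lists of named genes of similar expression. At 48hpf the median of the cell cycle genes against C was -1.20 (-0.72 under TMM), at percentile 4.04, while against the other MG stages the same genes lay at percentile 99.91. Without both 48hpf replicate 3 columns the median against C was -0.10, at percentile 97.08, so that the direction against the random lists turned, and the percentile against the other MG stages was 100. Transcription factor families had a median of -1.26 at 48hpf (-1.15 under TMM), below all random lists, and lay at percentile 97.42 against the other MG stages; without those columns the median was -0.66 and the percentiles were 2.63 and 99.94. Growth signalling genes had a median of 0.33 at 60hpf (0.31 under TMM) over the 7 genes above the floor, at percentile 98.64, and lay at percentile 8.14 against the other MG stages (36.71 without those columns). Cell-cell signalling families had a median of -0.54 at 72hpf (-0.77 under TMM), at percentile 23.27. Adhesion families had a median of -0.63 at 96hpf (-0.17 under TMM), at percentile 59.13, and of 1.51 at 120hpf (1.68 under TMM), at percentile 99.99. Solute carrier genes lay at percentile 71.05 at 120hpf and 62.63 at 192hpf, and potassium channel genes at percentile 60.12 at 192hpf. A term of Table S3 was matched by 13 pairs of a family and a stage. Of those with a percentile, growth signalling at 60hpf stood highest against C. Protein methyltransferase families at 60hpf had too few genes above the floor for a percentile. Whether percentiles differ between stages was not tested.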

Focusing, for example, on the gene ontologies that make intuitive sense, we find at 48hpf cell cycle genes were over‐represented, at 60hpf it was genes involved in cell growth, at 72hpf cell signaling, at 96hpf adhesion, and at 120hpf and 196hpf physiological function. 

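Solute carrier genes had a median log2 of MG over C of 0.92 at 72hpf (0.69 under TMM, 54 genes above the floor), at percentile 99.92 of the random lists, and of -0.06 at 48hpf, where TMM turned it to 0.41, at percentile 99.16. Without both 48hpf replicate 3 columns the value at 48hpf was -0.45, at percentile 17.12. At 60hpf their median was -0.85 (19 genes above the floor), at percentile 19.47, and at 96hpf -0.39 (0 under TMM), at percentile 98.11. Fatty acid metabolism families ranged from a median of -1.55 at 120hpf to 0.37 at 72hpf (-1.55 and 0.14 under TMM), with -0.10 at 192hpf, which TMM turned to 0.26, and carbohydrate metabolism genes from -0.54 at 96hpf to -0.20 at 192hpf, which TMM turned to 0.16. No adjusted p of these families was under 0.05 at any stage.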

Other gene ontologies involved in metabolism and transport also changed expression over this time course.

### 3.3 CRISPR analysis of phenotypes during MG development

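Genes were counted by the stage from which they were at least 2-fold higher in MG than in C through 192hpf, with no such difference before. In the joined libraries 53 genes were higher from 48hpf, 9 from 60hpf, 76 from 72hpf, and 44 from 96hpf. Leaving out both 48hpf replicate 3 columns moved the counts from 48, 60, and 72hpf most, to 0, 62, and 212. The count from 96hpf stayed at 44 with it and moved most with TMM scaling, to 73. With limma, an adjusted p under 0.05, and a log2 of at least 1 at each stage, the counts were 13, 43, 63, and 25. The genes in both lists numbered 4, 8, 23, and 14. Without a requirement at 60hpf, where the floor is highest, the joined libraries gave 193, 85, 85, and 51 genes.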

To determine if the temporal expression of these genes is important for discrete stages of MG morphogenesis, we used hierarchical clustering and TMM differential expression analysis to identify genes that first became enriched at specific time points and remained enriched until 192hpf (i.e., 48–192, 60–192, 72–192, and 96–192hpf) (Supporting Information Table S4). We then limited our attention to those genes that code for proteins that seemed likely candidates to have an impact on cell morphogenesis (Supporting Information Table S4), and knocked out these genes by injecting Cas9 mRNA and candidate‐specific gRNAs (Shah et al., 2016; Wu et al., 2018). The background was always the Tg*(GFAP:GFP)* transgenic line (Bernardos & Raymond, 2006) so that we could assay morphological defects specifically in MG cells in F0 embryos at 120hpf (see methods for CRISPR screening validation). The CRISPRed fish all continued to express the GFAP : GFP transgene in MG cells, suggesting initial glial specification is unaffected in any of the F0 CRISPR mutants. Yet many of the F0 CRISPR mutants produced clear defects in MG cell anatomy. Analyzing 45 to 60 injected animals per CRISPR, we scored the frequency that obvious phenotypes were observed in accordance with the particular criteria for each morphological feature (see Methods, Supporting Information Table S5).

***48–192hpf***. Genes enriched from 48–192hpf with mutant phenotypes include *nav1b*, *f8*, and *cdhr1*. 

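*nav1b* (ENSDARG00000058771) had a log2 of MG over C of 1.77 at 72hpf, 2.95 at 120hpf (228 CPM in MG and 29.4 CPM in C), and 1.34 at 192hpf. At 96hpf it was lower in MG, with a log2 of -1.42 (5.37 against 14.3 CPM), which fell short of 2-fold under TMM at -0.96. At 48hpf its log2 was 0.41, and -0.96 without both replicate 3 columns of that stage. At 60hpf both fractions lay under the floor. *f8* (ENSDARG00000101385) lay under the floor in both fractions at 48 and 60hpf. Its log2 was at least 0.99 at 72hpf, 2.20 at 96hpf, -0.20 at 120hpf, and 1.90 at 192hpf, with no more than 6.94 CPM in MG. By limma, *nav1b* was higher in MG at 120hpf (log2 2.96, standard error 1.07, adjusted p = 0.0199), and *f8* at 72hpf (1.21, adjusted p = 0.00187), 96hpf (2.17, 2.58e-06), and 192hpf (1.88, 2.16e-05). *cdhr1* could not be paired with an identifier.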

CRISPRed F0s for these genes produced irregularly shaped MG cells with significant defects in many of the cells conserved morphological features (Figure 2a–d; Supporting Information Figure S1b,c).

**Figure 2:**
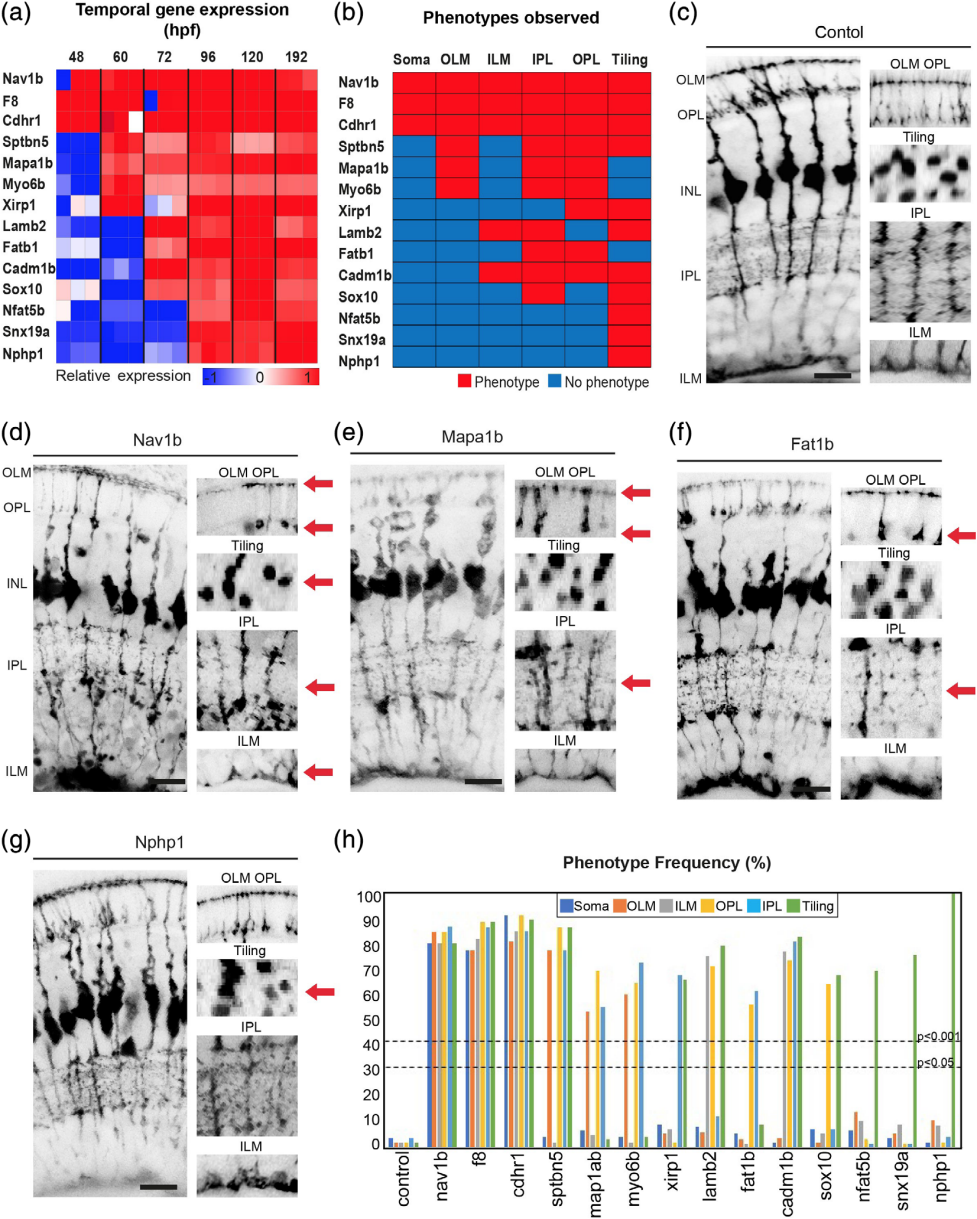
Temporal gene expression dictates MG cell morphologies. (a) Heatmap to show the relative gene expression for genes tested. (b) Summary of phenotypes observed for genes enriched across windows of MG cell differentiation. Red—phenotype, blue—no‐phenotype. (c) *slc24a5* CRISPR injected control animals have normal MG cell morphology that extends from the apical to the basal surfaces, forming the ILM (inner limiting membrane) and OLM (outer limiting membrane) on either side. MG cells are also regularly tilled across in the eye with their cell bodies mostly restricted to the middle of the INL (inner nuclear layer) and are highly branched within the IPL (inner plexiform layer) and OPL (outer plexiform layer). (d) *nav1b* CRISPR injected animals have defects in apico‐basal cell body position in the INL (inner nuclear layer), OLM (outer limiting membrane), OPL (outer plexiform layer), tiling, IPL (inner plexiform layer), and ILM (inner limiting membrane). (e) *mapab1* CRISPR injected animals have defects in OLM, OPL, and IPL. (f) *fat1b* CRISPR injected animals have defects in OPL and IPL defects. (g) *nphp1* CRISPR injected animals have defects in MG cell tiling. (h) Frequency (%) of phenotypes observed in each MG compartment in F0 CRISPR screen 1. Scale bars = 8μm

***60–192hpf***. Genes enriched from 60–192hpf with mutant phenotypes include *sptbn5*, *myo6b*, *xirp1*, and *map1ap* (Figure 2a). 

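*myo6b* (ENSDARG00000042141) was at least 2-fold higher in MG at every stage, with a log2 of at least 3.17 at 60hpf and of 3.48 at 72hpf, 2.13 at 96hpf, 3.97 at 120hpf, and 2.05 at 192hpf. Its log2 of 1.56 at 48hpf went to -1.01 without both replicate 3 columns of 48hpf. *sptbn5* (ENSDARG00000097683) had a log2 of at least 0.77 at 60hpf, where MG held 5 reads per column, then of 4.24, 4.55, 1.37, and 1.14 from 72 to 192hpf. At 48hpf it was at least 1.79, and both fractions lay under the floor there without the replicate 3 columns. *map1ab* (ENSDARG00000022045), the name in Table S4 for the gene listed here as *map1ap*, had a log2 of at least 1.64 at 60hpf and of 3.60, 1.67, 1.04, and 0.73 from 72 to 192hpf, the last passing 2-fold under TMM at 1.09. At 48hpf its log2 was 2.42, and -0.20 without the replicate 3 columns. *xirp1* (ENSDARG00000030722) lay under the floor in both fractions at 60 and 120hpf. Its log2 was at least 1.58 at 72hpf, at least 3.47 at 96hpf, and 0.95 at 192hpf, which became 1.31 under TMM. Of the 5 stages from 60hpf, limma called *myo6b* higher at all, *sptbn5* and *xirp1* at 3, and *map1ab* at 2. Its call for *xirp1* at 60hpf rests on 2.33 reads per MG column.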

Interestingly none of them showed significant apico‐basal soma positioning defects though they had several other defects (Figure 2b,e; Supporting Information Figure S1d–h).

***72–192hpf***. 

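*sox10* (ENSDARG00000077467) was at least 2-fold higher in MG at 72hpf (log2 3.70, 16.7 CPM in MG and 1.28 CPM in C), 96hpf (1.25), 120hpf (1.73), and 192hpf (1.12). It had a log2 of 0.60 at 48hpf, 1.08 under TMM, and no value at 60hpf. *cadm1b* (ENSDARG00000042677) was higher at the same stages, with a log2 of 3.38, 2.08, 5.03, and 2.76. It was at least 0.25 higher on the log2 scale at 60hpf and 1.70 higher at 48hpf, where the value went to -0.49 without both replicate 3 columns. *lamb2* (ENSDARG00000002084) was higher at 72hpf (log2 3.67) and 120hpf (1.75), had a log2 of 0.96 at 96hpf (1.17 under TMM), and was lower at 192hpf, with a log2 of -1.99 (2.44 against 9.68 CPM). *fat1b* (ENSDARG00000019063) was lower at 72hpf (log2 -1.17), then higher at 96hpf (2.65), 120hpf (2.99), and 192hpf (2.09). From 72hpf on, limma made the same calls, with *lamb2* lower at 192hpf (log2 -1.97, adjusted p = 0.00199) and *fat1b* lower at 72hpf (-1.22, adjusted p = 0.0241, and not called after quantile normalization or with that stage fitted alone). It also called *cadm1b* higher at 60hpf (2.38, adjusted p = 0.00105), on 3.73 reads per MG column.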

Genes enriched from 72–192hpf with significant mutant phenotypes include *lamb2*, *fat1b*, *cadm1b*, and *sox10* (Figure 2a). These displayed defects in still fewer and later aspects of MG cell morphogenesis (Figure 2b,f; Supporting Information Figure S1g–i).

***96–192hpf***. Genes enriched from 96–192hpf with significant mutant phenotypes include *nfat5c*, *snx19a*, and *nphp1* (Figure 2a). 

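Table S4 lists the first of these genes as *nfat5b* (ENSDARG00000102556). Its log2 of MG over C was 3.13 at 96hpf, 2.78 at 120hpf, and 1.44 at 192hpf. Before that it was 6.61 at 72hpf (93.1 CPM in MG and 0.953 CPM in C) and at least 2.63 at 48hpf, where both fractions lay under the floor without the replicate 3 columns. *snx19a* (ENSDARG00000061101) had a log2 of 4.20, 4.66, and 3.08 from 96 to 192hpf, of 3.77 at 72hpf, and of at least 1.51 at 48hpf, which again had no value without those columns. Both genes were called higher by limma at 2 of the 3 stages. The call of *snx19a* at 96hpf, with an adjusted p of 0.0499, was lost without a low-expression filter, with a stricter one, or without the trend. Not called were *nfat5b* at 192hpf (adjusted p = 0.241) and *snx19a* at 192hpf (0.195). This fit uses 1 spread per gene over all groups. In 48hpf MG replicate 3 *nfat5b* stood at 87.0 CPM and *snx19a* at 18.6 CPM, against 1.08 and 0 CPM in replicates 1 and 2. The missing calls at 192hpf can therefore come from the spread at other stages.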

All these only showed defects in MG cell tiling most notably in the spacing of the soma and/or overlapping inner and outer plexiform layers. (Figure 2b,g; Supporting Information Figure S1j,k).

The frequency of defects in each MG compartment was independently quantified to determine each overall mutant phenotype and 14 of the 21 candidates tested in the initial screen had significant defects (Figure 2h, Supporting Information Table S5). These results indicate a gradation of phenotypes such that genes enriched at early stages are involved in multiple defects in MG cell morphogenesis whereas those enriched later genes have roles that are restricted in late developing features of MG.

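The 13 genes of this screen with a significant defect and an identifier were followed. In the joined libraries, 41 of their 57 stated gene stages were at least 2-fold higher in MG, and 3 were at least 2-fold lower. Over 19271 genes, 11.8% of gene stages were at least 2-fold higher. *myo6b*, *cadm1b*, *sox10*, *nfat5b*, and *snx19a* were higher at every stated stage, and of these only *sox10* was not also higher at an earlier stage, though *myo6b* and *cadm1b* were so at 48hpf alone and not without both 48hpf replicate 3 columns. With limma 3 of the 13, *myo6b*, *cadm1b*, and *sox10*, were called at every stated stage, and this number moved most when each stage was fitted alone, to 6. For the 11 genes whose window starts after 48hpf, 36 of 45 stages within the window (80%) and 9 of 21 before it (42.9%) were higher. Without both 48hpf replicate 3 columns 3 of the 21 (14.3%) were higher and the 36 stayed as they were. Stages with both fractions at the floor count here as not higher. Among the 21 these include 60hpf for *sox10* and, without those columns, 48hpf for *sptbn5*, *nfat5b*, and *snx19a*. Part of the difference between the shares can therefore come from the detection limit. Mean MG expression in the window exceeded that before it for all 11 in the limma fit, from a log2 of 1.49 for *xirp1* (standard error 0.51, adjusted p = 0.0169) to 5.91 for *snx19a* (standard error 0.96, adjusted p = 5.92e-06). This fit sets genes without a read in the shallow 60hpf MG columns far below what those columns can detect, and 7 of the 11 lay under the 60hpf floor in MG, so that part of the rise can come from depth. With 60hpf left out of the joined libraries, 10 of the 11 rose and 6 did so at least 2-fold, with a log2 of 0.43 for *sox10* (4.61 in the limma fit) and -1.05 for *lamb2* (2.95). Without both 48hpf replicate 3 columns as well, 10 rose and 9 did so at least 2-fold. The genes had been chosen by the authors for this pattern. The stage from which a gene stayed at least 2-fold higher through 192hpf could be given for 10 genes and equalled the stated stage for 2, *cadm1b* and *sox10*. Across these 10 genes, its Spearman correlation with the number of MG compartments with a significant defect in Table S4 was 0.288 (two-sided permutation test, p = 0.422, adjusted p = 0.461), and Pearson's r was 0.529 (p = 0.127, adjusted p = 0.171). The stage found for *myo6b* was 48hpf, where it was not higher without both 48hpf replicate 3 columns. For *sptbn5* it was 72hpf, though the log2 at 60hpf was a lower bound. At 60hpf *nfat5b* and *snx19a* lay under the floor in MG, so no stage before 72hpf could be given. The correlation was not repeated without both 48hpf replicate 3 columns. Without the 2 genes farthest from the median stage, rho was -0.410 (8 genes, exact permutation test, p = 0.363) and r was -0.440 (p = 0.375 by the same permutation test). With the stage from the limma fit, which could be given for 6 genes, rho was -0.0882 (exact permutation test, p = 0.858, adjusted p = 0.858) and r was 0.503 (exact permutation test, p = 0.344, adjusted p = 0.413). With the stage stated in the paper, rho over the 13 genes was -0.833 (permutation test, p = 0.00085, adjusted p = 0.00255) and r was -0.840 (permutation test, p = 0.00042, adjusted p = 0.00168). Both screens together gave 6 such relations, which run across genes, and genes are not independent replicates. They cover only genes with a significant defect, so that the genes were in part chosen by the outcome. From the stages of enrichment and the defects scored in the mutants, the paper describes a gradation of phenotypes. In it, genes enriched early have a part in multiple defects, and the roles of genes enriched late are limited to late features.

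**Figure D5:**
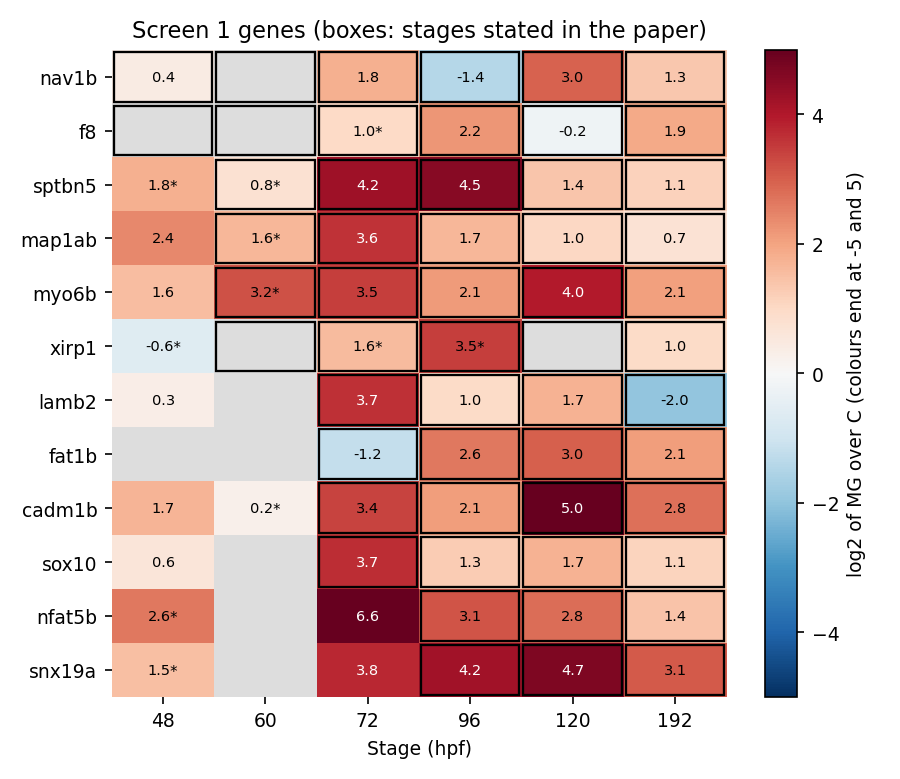
Log2 of MG over C at each stage (hpf) for 12 genes of the first screen with an identifier, with boxes around the stages stated in the paper, grey where both fractions lie at the floor, * for lower bounds, and colours that end at -5 and 5. Most boxed values are at least 1, up to 5.03 for *cadm1b* at 120hpf, and those of *nav1b* at 96hpf, *lamb2* at 192hpf, and *fat1b* at 72hpf lie between -1.17 and -1.99.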

We next asked whether genes enriched during more narrowly restricted time windows would have more refined morphogenetic defects (Figure 3a, Supporting Information Table S4, Supporting Information Figure S2k). For this, we used hierarchical clustering and TMM analysis to identify the genes that were only enriched at a single individual time point in MG.

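In the joined libraries 314 genes were at least 2-fold higher in MG than in C at 48hpf and at no other stage, 147 at 60hpf, 1723 at 72hpf, 210 at 96hpf, 1618 at 120hpf, and 499 at 192hpf. The limma fit gave 275, 341, 1859, 186, 1824, and 236 genes, of which 39, 118, 1127, 74, 1102, and 150 were in both lists. TMM scaling moved the first counts most at 48hpf, to 643. Of the second screen, 12 genes had a significant defect and an identifier. The stage stated in the paper was the stage of highest CPM in MG for 9 of them. At that stage 6 genes were at least 2-fold higher in MG than in C, and *mmp28* and *slitrk2* were so at no other stage. By limma 11 of the 12 were higher in MG at the stated stage than over the mean of the other MG stages, with the p-values adjusted over all genes or over the list alone, and 8 with the replicate block, with the columns of the comparison fitted alone, or with voom. As in the first screen, genes without a read in the shallow 60hpf MG columns enter this fit far below what those columns can detect. That can lower the mean of the other stages, here and for the single genes below. The fit called *lamb4* higher at 48hpf, where it had 4.61 CPM in MG against a mean of 16.4 CPM at the other MG stages.

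**Figure D6:**
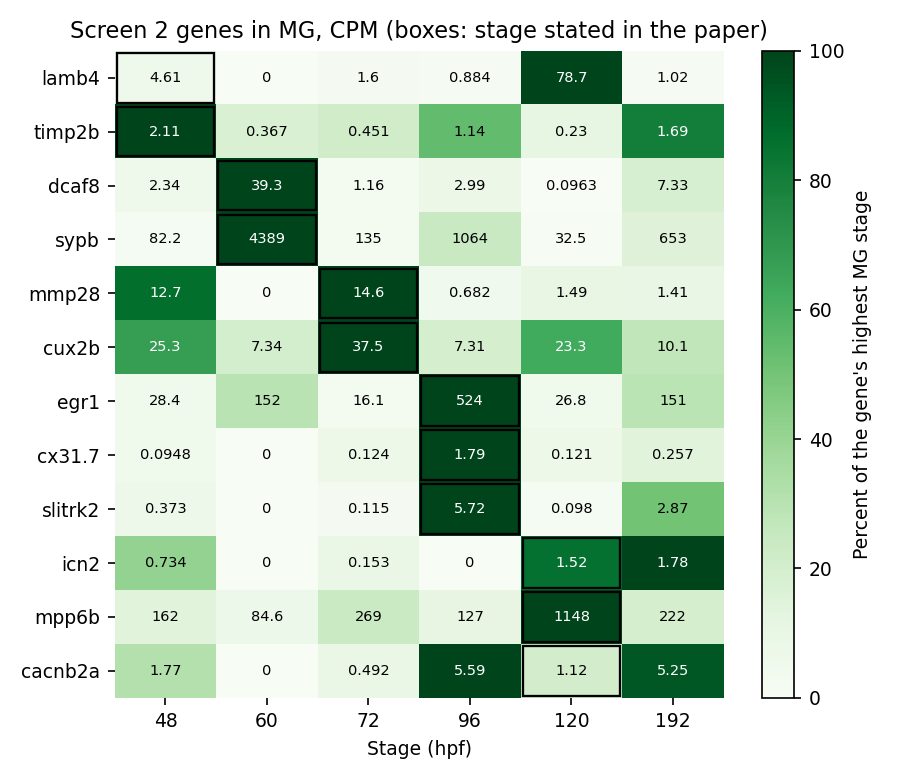
CPM in MG at each stage (hpf) for the 12 genes of the second screen with a significant defect and an identifier. Colours give the percent of the highest MG stage of the gene, and boxes mark the stated stage. The box holds the highest value for 9 genes and not for *lamb4*, *icn2*, and *cacnb2a*.

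**Figure D7:**
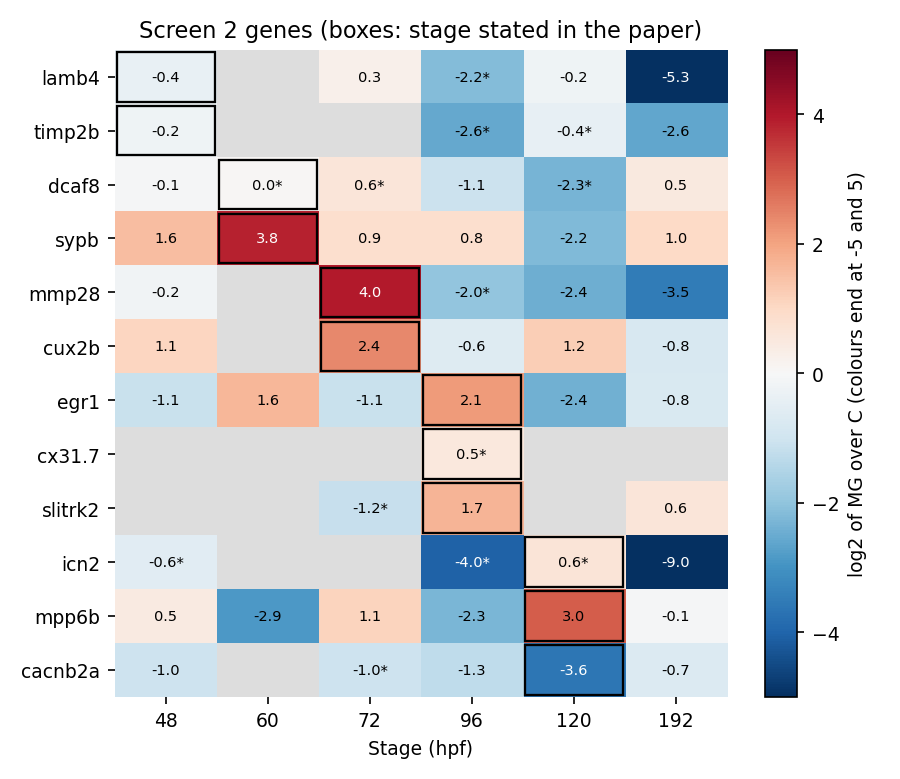
Log2 of MG over C at each stage (hpf) for the same 12 genes, with boxes around the stated stage, grey where both fractions lie at the floor, * for lower bounds, and colours that end at -5 and 5. In 6 of the boxes the log2 is at least 1, and in that of *cacnb2a* it is -3.60.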

**Figure 3:**
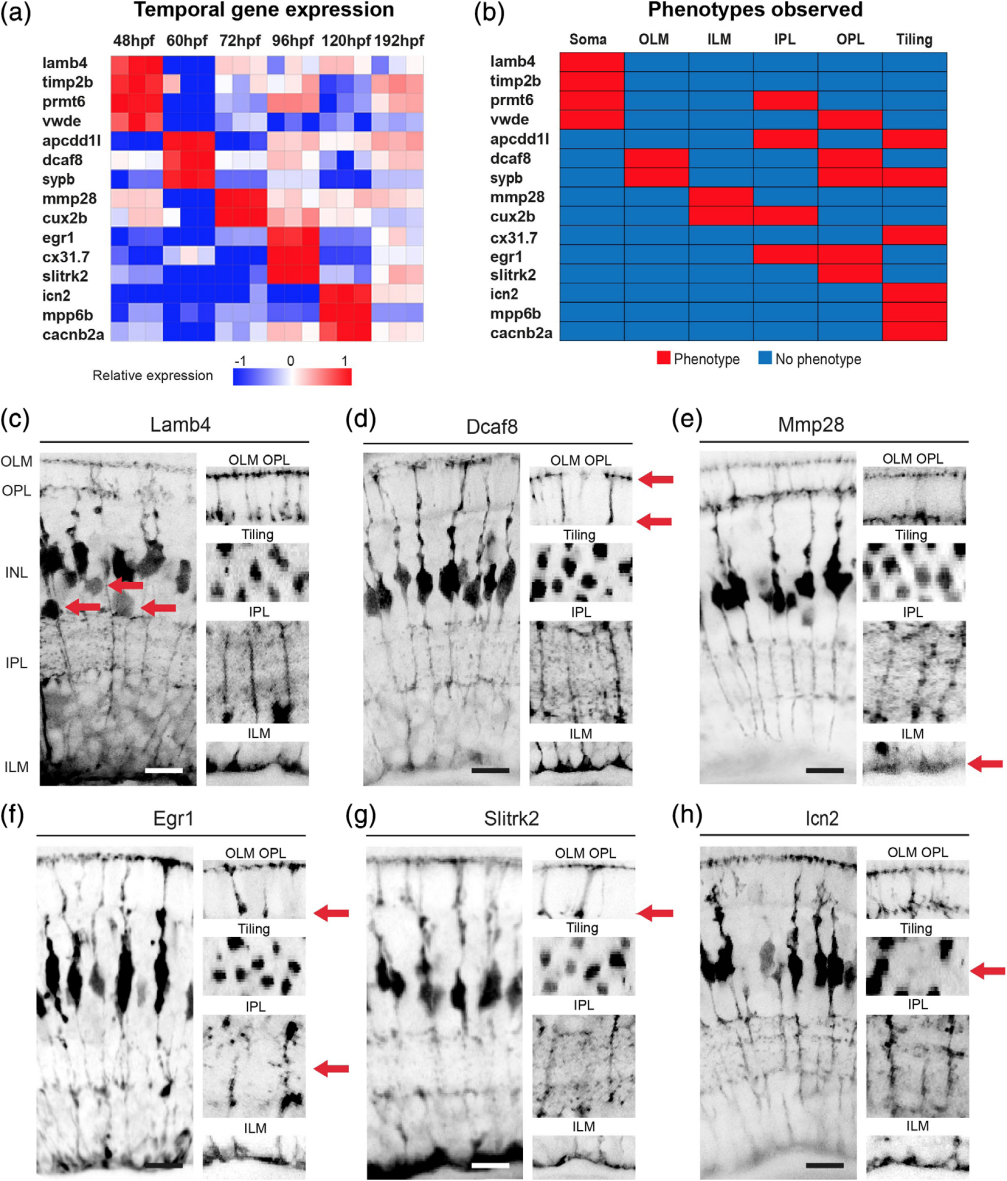
Discrete gene expression regulates MG cell compartment morphology. (a) Heatmap to show the relative gene expression for genes tested. These were all screen in F0 CRISPR injected mutants. (b) Summary of phenotypes observed for genes enriched across windows of MG differentiation. Red—phenotype, blue—no‐phenotype. (c) *lamb4* mutants have defects in the apico‐basal distribution of MG cell bodies only. (d) *dcaf8* mutants have defects in the OLM and OPL. (e) *mmp28* CRISPR injected mutants have defects in the ILM only. (f) *egr1* mutants have defects in the IPL and OPL. (g) *slitkr2* mutants have defects in the OPL layer only. (h) *icn2* mutants have tiling defects only. 1. Frequency (%) of phenotypes observed in each MG compartment in F0 CRISPR screen 2. Scale bars = 8 μm

***48hpf***. Two genes enriched at 48hpf, *lamb4,* and *timp2b* showed significant defects in apical‐basal soma positions (Figure 3b,c; Supporting Information Figure S2B). 

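*lamb4* (ENSDARG00000039133) stood at 4.61 CPM in MG and 7.71 CPM in C at 48hpf, a log2 of -0.38, and of 1.76 without both replicate 3 columns. Its highest CPM in MG was 78.7 at 120hpf, where C had 91.6 CPM. *timp2b* (ENSDARG00000075261) stood at 2.11 CPM in MG and 3.08 CPM in C at 48hpf, a log2 of -0.21, and of at least 0.74 without both replicate 3 columns, and 48hpf was its highest MG stage. Both MG values lie near the floor of this stage. Against the mean of the other MG stages, limma gave *lamb4* a log2 of 1.89 (adjusted p = 0.0246) and *timp2b* a log2 of 1.87 (adjusted p = 0.0171), and neither was called with the columns of the comparison fitted alone, with the replicate block, or with voom (log2 0.33 and 0.67). *lamb4* also lost the call with a pseudocount of 1 CPM (log2 0.62) and *timp2b* with quantile normalization (1.20).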

Apical‐basal soma defects were also seen in mutants of two other genes that were transiently enriched at 48hpf: *prtm6a* and *vwde* (Figure 3b; Supporting Information Figure S2c,d). However, *prmt6* mutants also show defects in ILM formation, and *vwde* mutants also show defects in OPL formation (Figure 3b, Supporting Information Figure S2c,d; Supporting Information Table S4).

***60hpf***. Genes that were overrepresented at 60hpf with mutant phenotypes showed defects in later stages of morphogenesis (Figure 3b). *dcaf8* mutants have OPL and OLM defects (Figure 3d; Supporting Information Table S4), *apcdd1l* mutants have defects in IPL and MG tiling (Supporting Information Figure S2e; Supporting Information Table S4), and *sypb* mutants show defects in OPL, OLM, and tiling, (Supporting Information Figure S2f; Supporting Information Table S4).

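*sypb* (ENSDARG00000002230) had 4389 CPM in MG and 309 CPM in C at 60hpf, a log2 of 3.83. It was also higher in MG at 48hpf (log2 1.55, and 0.48 without both replicate 3 columns) and 192hpf (1.01), with a log2 of 0.84 at 96hpf that became 1.29 under TMM, and lower at 120hpf (-2.20). *dcaf8* (ENSDARG00000000324) had 39.3 CPM in MG at 60hpf, which rests on 3 reads per column, and 3.48 CPM in C, so that its log2 was at least 0.05. Against the mean of the other MG stages, limma gave *sypb* a log2 of 4.69 (adjusted p = 2.71e-14) and *dcaf8* of 4.69 (adjusted p = 2.74e-10). With 60hpf left out, the highest MG stage was 96hpf for *sypb* and 192hpf for *dcaf8*. *apcdd1l* could not be paired with an identifier.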

***72hpf***. Mutants in genes enriched at 72hpf preferentially affected later steps of morphogenesis: *mmp28* mutants affected the ILM (Figure 3e; Supporting Information Table S4), and *cux2b* mutants affected the ILM and IPL in (Figure 3b; Supporting Information Figure S2g).

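*mmp28* (ENSDARG00000059029) had 14.6 CPM in MG and 0.935 CPM in C at 72hpf, a log2 of 3.96. It was lower in MG at 96hpf (log2 at most -1.99), 120hpf (-2.43), and 192hpf (-3.48). In 48hpf MG it stood at 12.7 CPM and in 48hpf C at 14.3 CPM. *cux2b* (ENSDARG00000086345) had 37.5 CPM in MG and 7.14 CPM in C at 72hpf, a log2 of 2.39, and was also higher at 120hpf (1.24) and at 48hpf (1.08, and -0.13 without both replicate 3 columns). Against the mean of the other MG stages, limma gave *mmp28* a log2 of 3.91 (adjusted p = 1.14e-06) and *cux2b* of 2.55 (adjusted p = 0.0185, and not called with the columns of the comparison fitted alone or with the replicate block).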

***96hpf***. Similarly, mutants in genes enriched at 96hpf, *cx31.7*, *egr1*, and *slitrk2,* showed subtle defects in the IPL and OPL, and tiling (Figure 3a,f, and g; Supporting Information Figure S2h; Supporting Information Table S4).

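*egr1* (ENSDARG00000037421) had 524 CPM in MG and 121 CPM in C at 96hpf, a log2 of 2.11. It was also higher at 60hpf (1.65) and lower at 48hpf (-1.10, and -0.62 under TMM and -0.89 without both replicate 3 columns), 72hpf (-1.12), and 120hpf (-2.39). *slitrk2* (ENSDARG00000006636) had 5.72 CPM in MG and 1.76 CPM in C at 96hpf, a log2 of 1.70, and was at least 2-fold higher at no other stage and lower at 72hpf (-1.15 or less). *cx31.7* (ENSDARG00000058064) had 1.79 CPM in MG and 0.419 CPM in C, which gives a log2 of at least 0.54, and lay under the floor in both fractions at the 5 other stages. Against the mean of the other MG stages, limma gave these genes a log2 of 3.42 (adjusted p = 3.32e-13), 4.56 (2.23e-06), and 3.66 (6.45e-10).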

***120hpf***. 

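*mpp6b* (ENSDARG00000029761) had 1148 CPM in MG and 141 CPM in C at 120hpf, a log2 of 3.03. It was also higher at 72hpf (1.13, and 0.90 under TMM) and lower at 60hpf (-2.86) and 96hpf (-2.29). *icn2* (ENSDARG00000055514) had 1.52 CPM in MG and 0.219 CPM in C at 120hpf, which gives a log2 of at least 0.65. Its CPM in MG was 1.78 at 192hpf, with 901 CPM in C, a log2 of -8.98, and under TMM 120hpf was its highest MG stage. *cacnb2a* (ENSDARG00000099045) had 1.12 CPM in MG and 13.6 CPM in C at 120hpf, a log2 of -3.60, and its highest CPM in MG was 5.59 at 96hpf. Against the mean of the other MG stages, limma gave *mpp6b* a log2 of 2.99 (adjusted p = 1.03e-10), *icn2* of 2.87 (adjusted p = 0.000395, and not called with voom), and *cacnb2a* of 0.15 (adjusted p = 0.729, and called after quantile normalization at 1.47).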

Finally, mutant in genes preferentially expressed at 120hpf, including *icn2*, *mpp6b*, and *cacnb2a* (Figure 3a) produce nothing more than tiling defects, (Figure 3h; Supporting Information Figure S2g; Supporting Information Table S4; Supporting Information Table S4).

The frequency of defects in each MG compartment was again quantified for each mutant with 15 of the 29 candidates in this second screen showing statically significant phenotypes (Figure 3i, Supporting Information Table S5). 

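Genes of the second screen without a significant defect were left out here as well. For the 12 genes with an identifier, the stage of the highest CPM in MG was set against the mean order of the affected compartments. This order was 1 for the soma, 2 for the OLM and ILM, 3 for the IPL and OPL, and 4 for tiling. Across genes, rho was 0.527 (permutation test, p = 0.0824, adjusted p = 0.165 over the 6 relations of both screens) and r was 0.470 (permutation test, p = 0.128, adjusted p = 0.171). Without the 2 genes farthest from the median stage, rho was 0.273 (10 genes, permutation test, p = 0.445) and r was 0.119 (permutation test, p = 0.757). With the stage stated in the paper, rho was 0.892 (permutation test, p = 0.00029, adjusted p = 0.00168) and r was 0.887 (permutation test, p = 0.0002, adjusted p = 0.00168).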

Together, these data reveal a striking correlation with the type of phenotype seen, the temporal expression of specific genes, and the developmental time course of the addition of specific anatomical features. This suggests that particular features of cellular anatomy invoke the transcription of specific genetic repertoires that work at particular periods of development.

### 3.4 Conserved regulators of glial morphogenesis

We noted that a large fraction of the genes identified proved to be essential for MG cell morphogenesis, as well as many that we did not test using CRISPR analysis, were highly conserved regarding their expression in glial cells across species (Figure 4a; Supporting Information Figure S3a; Supporting Information Table S4). For instance, from our transcriptome, control and MG genes have similar levels of overlap with zebrafish whole CNS genes (Figure 4a; Drew et al., 2008). However, in cross‐species comparisons, we find a highly significant overlap of the MG orthologs with other glial datasets from zebrafish, mice, the fly retina, while the control (mixed retinal population) tissue overlap has no significant difference in the overlap between MG and the whole CNS (Figure 4a; Roesch et al., 2008; Qin et al., 2009; Nelson et al., 2011; Macosko et al., 2015; Sifuentes et al., 2016; Charlton‐Perkins, Sendler, Buschbeck, & Cook, 2017). Some of these highly conserved genes are known to be involved in glial differentiation. For example, *Pax2a* (from the Pax2/5/8 family) and the integrins (Itga5, Itga6, and Itgb1a) are expressed in many glial cells, and mutants in all of these genes also resulted in defects in many aspects MG cell morphology (Figure 4b; Supporting Information Figure S3b–e; Supporting Information Table S4; Supporting Information Figure S3h; Charlton‐Perkins et al., 2011, 2017; Putaala, Soininen, Kilpeläinen, Wartiovaara, & Tryggvason, 2001; Quaggin, 2002; Ambu et al., 2015; Dzyubenko, Gottschling, & Faissner, 2016). Remarkably, analysis of the transcriptome of MG cells in *pax2a* mutants shows that 60% of the genes that affect MG cell morphogenesis in our study have significant changes of expression (Figure 4c; Supporting Information Table 4). In addition, the differentially expressed genes in *pax2a* mutant MG cells show a significant enrichment of GO terms related to cell morphology, adhesion, and differentiation (Figure 4d; Supporting Information Table S5). These results suggest that Pax2 is a key regulator of MG morphogenesis. We also found several other families of conserved glial genes involved in various aspects of MG morphogenesis: for instance, *nephrins* (Supporting Information Figure S3c,d), and the Cadm family of cell adhesion molecules (Supporting Information Figure S3g–i). We quantified MG compartment defect frequency for all of these and found 11 with statistically significant phenotypes (Figure 4h, Supporting Information Table S5). Together, these results suggest that there are many conserved molecular genetic principles of glial cell morphogenesis.

**Figure 4:**
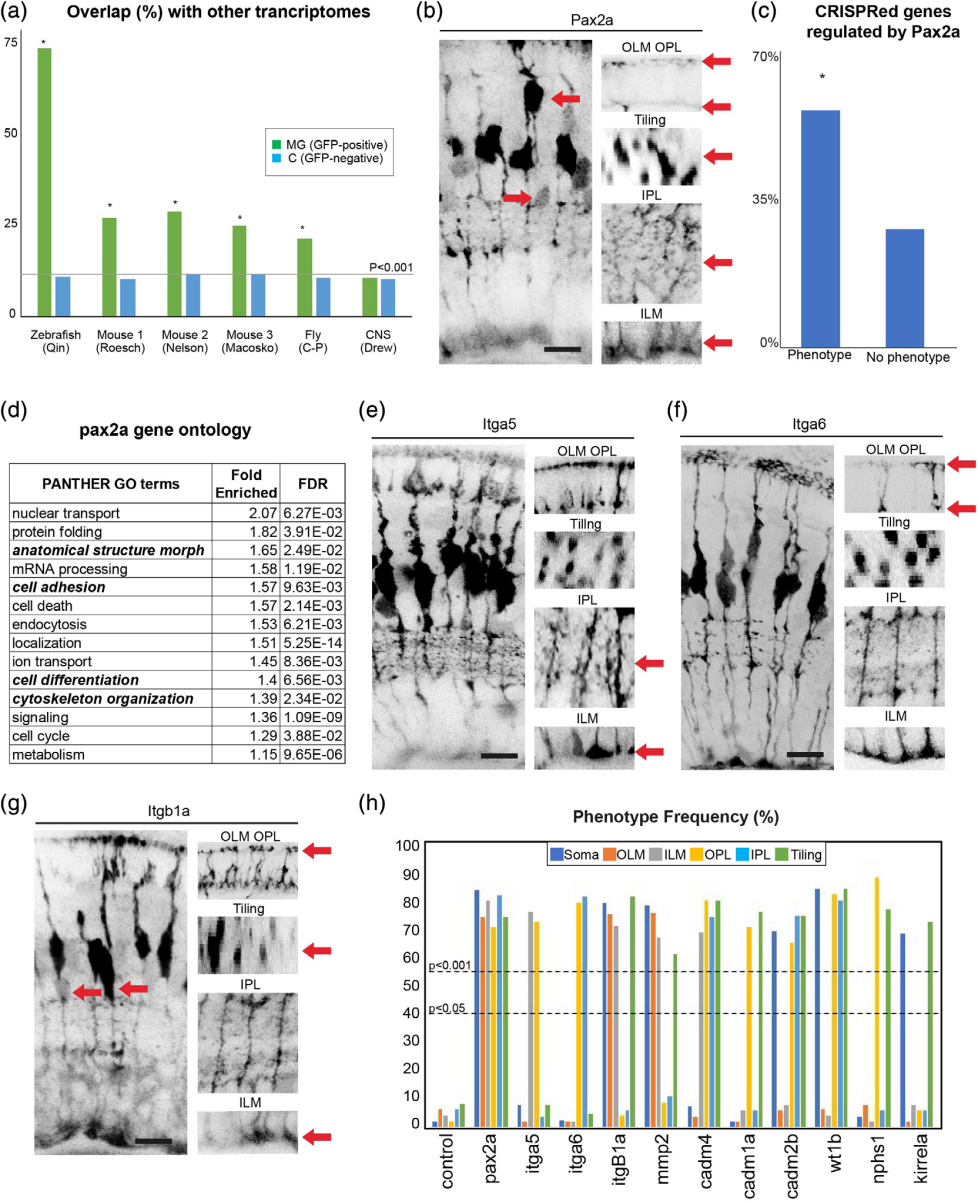
A set of highly conserved genes that affect MG cell morphology. (a) Overlap of zebrafish MG enriched genes with previously reported MG transcriptomes from zebrafish, mouse, and fly (Macosko et al., 2015; Nelson et al., 2011; Qin, Barthel, & Raymond, 2009; Roesch et al., 2008; Sifuentes, Kim, Swaroop, & Raymond, 2016). MG—genes enriched in GFAP‐positive cells; C—Genes enriched in non‐GFP positive cells; * indicates significance (Bonferroni adjusted *p*‐value <0.001) by Fisher's exact test. (b) *pax2a* CRISPR injected animals have highly disorganized retinas with breaks in the OLM and ILM, abnormal tiling and apico‐basal distribution of the cell bodies, as well as much less branching in the IPL and OPL (see Supporting Information Table S4 for details). (c) Percentages of genes used in this study that either had or did not have a phenotype. * indicates significance by Fisher's exact test. (d) GO terms for the top 500 genes significantly (adjusted *p* < 0.05) up or down‐regulated *pax2a* mutants. (e) *itga5* CRISPR injected animals have defects on the basal side of MG specifically in the ILM and IPL. (f) Itag6 CRISPR injected animals have defects on the apical side of the cell in the OLM and OPL. (g) F0 *itb1a* CRISPR injected animals have defects in cell body tiling and apico‐basal position, as well as in OLM and ILM. (h) Frequency (%) of phenotypes observed in each MG compartment in F0 CRISPR screen 3. Scale bars = 8μm

## 4 DISCUSSION

The post‐mitotic temporal addition of layered morphological features in MG offers a unique opportunity to genetically dissect the poorly understood process of cell morphogenesis in zebrafish where development is rapid and the embryos is transparent. Indeed, in mice, MG differentiation begins at P0 and lasts beyond P9 and many of the details of this process have not yet been studied (Nelson et al., 2011). However, similarly to the zebrafish MG differentiation, it has been noted that the ILM/OLM formation occurs prior to P7, IPL elaboration begins around P7, and OPL elaboration begins around P8 (Wang et al., 2017). Using our approach combining cell sorting, transcriptomics, and CRISPRs, we identified many key players in fish MG differentiation, and linked them to specific temporal windows of action, during which morphological features are added. We therefore suspect that future studies in mammal MG differentiation will find many orthologous genes with similar functions.

The temporal transcriptome and bioinformatic analysis here are the first in‐depth dataset of cell morphogenesis. Sequencing technologies have improved dramatically in the past few years such that combined with bioinformatic normalizations and false discovery rate (FDR) correction there is little question about the timing and enrichment of MG genes found here (Salk, Schmitt, & Loeb, 2018). However, there is certainly information that we cannot get from transcriptomics that needs to be included in future morphogenesis studies to improve our understanding of glial morphogenesis. One example of this is that of the integrin pathway which is already known to regulate the placement and morphology of glia across the nervous system (Dzyubenko et al., 2016). The integrin complex is made up of alpha and beta subunits that serve as signaling and adhesive attachments between the cell and the extracellular matrix (Giancotti & Ruoslahti, 1999). Here we find three subunits, two alpha (Itga1a, Itga1b) and one (Itgb1a) subunit (Figure 4e,f) that together have phenotypes in every MG compartment. However, the alpha‐subunits produce phenotypes in more distinct MG compartments than the beta‐subunit suggesting that beta‐subunits are more broadly expressed across the cell membrane. This fits well with the previous knowledge that integrin complexes are made of different subunits depending on the part (apical or basal) of the cell surface they reside (Lowell & Mayadas, 2012; Salk et al., 2018). Thus, future studies using focusing of these and other cell adhesion families identified in this study should provide a more detailed understanding of their roles in glial cell morphology.

CRISPR/Cas9 technology has added an invaluable tool that is quickly replacing traditional morpholino analysis in zebrafish and other model organisms. If done carefully, it has very few off‐target effects, and its accuracy is currently undisputed (Anon, 2018). For these reasons, it is unlikely that we have many off‐target effects in this study. This possibility seems even less likely considering the high incidence and the morphological specificities of the MG phenotypes seen. Our screening also reliably produced the same F0 morphological defects in the MG population, and we have confirmed these in some several F1 generations (Supporting Information Figure S4e). It should be noted that the F0 CRISPR mutants are by nature mosaic, and the specific morphologies of the MG defects seen in our F0 screens need to be examined in fully mutant lines. Such lines can also be used in studies to test the cell‐autonomous versus non‐autonomous aspects of these phenotypes by transplanting blastomeres from mutant lines into normal hosts and vice‐versa. Indeed, none of the particular phenotypes found in this study was quantitatively or mechanistically investigated further, as this did not seem reasonable in an F0 screen. More detailed quantitative and mechanistic investigations into these phenotypes will be the subject of future studies.

The high level of genetic conservation of glia in the animal kingdom suggests there may be basic principles of glial biology (Charlton‐Perkins et al., 2017), and the finding here that several conserved genes are involved during particular temporal windows of MG morphogenesis, suggest that there may also be conserved programs of differentiation. A recent study has implicated some proteins found here in mouse MG morphology and tiling including Rbx2, Dab1, and SOCS7 (Fairchild et al., 2018). Another excellent example of this conserved function is Pax2, which in the eye is primarily known for its function in optic stork formation, and whose expression has been noted in mature MG of chick but not guinea pigs or dogs (Boije, Ring, López‐Gallardo, Prada, & Hallböök, 2010; Stanke, Moose, El‐Hodiri, & Fischer, 2010). Pax2 and Wt1 are also crucial for cellular patterning through their regulation of the Nephrins in the brain, kidney, and fly retinal glia (Ambu et al., 2015; Bao & Cagan, 2005; Cagan, 2003; Charlton‐Perkins et al., 2011, 2017; Flores, Daga, Kalhor, & Banerjee, 1998; Fu & Noll, 1997; Putaala et al., 2001; Quaggin, 2002; Wagner et al., 2002). 

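Of the nephrin genes and the genes named with them, *nphs1*, *kirrela*, *wt1b*, and *pax2a* were followed, while *kirrelb*, *kirrel3l*, and *wt1a* could not be paired with an identifier. *nphs1* (ENSDARG00000060758) was higher in MG at 72hpf (log2 3.28, 16.4 CPM in MG and 1.69 CPM in C) and 120hpf (2.16), and at least 1.53 higher at 48hpf, which had no value without both replicate 3 columns. *kirrela* (ENSDARG00000001634) differed less than 2-fold at every stage, with a log2 between -0.55 and 0.08. *wt1b* (ENSDARG00000007990) was higher at 48hpf (log2 1.15, and 5.81 without both replicate 3 columns) and 120hpf (1.43) and lower at 96hpf (-1.63). *pax2a* (ENSDARG00000028148) was at least 5.00 higher on the log2 scale at 120hpf (30.9 CPM in MG and 0.340 CPM in C), and lower at 72hpf (-1.25) and 192hpf (-1.09, and -0.72 under TMM). With the stages as pairs in limma, a test that recovered 0% of changed genes in simulated data, none of these genes had an adjusted p under 0.05. Among them *nphs1* had the lowest unadjusted p (0.0355, mean log2 1.23, standard error 0.52).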

Our transcriptomes indicate that many Nephrins are also temporally enriched in zebrafish MG, they affect glial morphology, and their expression is Pax2a dependent (Supporting Information Table S4). Taken together, our data suggest that Pax2, Wt1, and the Nephrins are part of a conserved regulome that controls cell shape and patterning in multiple biological contexts. It would, therefore, be fascinating to understand the genetic relationship between Nphp1 and other “kidney related” genes in future more in‐depth compound genetic studies of all the above genes.

Perhaps the most remarkable finding of this study is the enrichment of genes during narrow windows that regulate the differentiation of discrete MG compartments that develop in those time windows, although in retrospect it seems obvious that pathways that come on late in MG development could not possibly affect early stages of MG development. Single‐cell transcriptomic studies have shown a level of background variability between individual cells (Tasic, 2018). However, in the context of this study, we find that the MG follow rather precise changes in gene expression that temporally correlate with MG compartment differentiation. Our analyses suggest that successive steps of cell morphogenesis are due ti the timing of the expression of cohorts of conserved interrelated genes that have roles in generating the particular anatomical features of these cells and that a sequence of genetic regulomes govern stepwise cellular morphogenesis in this system. We hope that this work, which suggests the development MG can be approached stage‐by‐stage and feature‐by‐feature, each stage and feature with its own development genetic programs, will provide a foundation for future mechanistic studies of cellular morphogenesis.

## CONFLICT OF INTEREST

The authors declare no conflict of interests.

## Supporting information

**Supplemental figure 1:** Phenotypes of gene mutants enriched over windows of MG cell differentiation. (a) *slc45a5* controls have no observable MG phenotype. (b) *f8* mutants have defects in cell body position, OLM, ILM, IPL, OPL, and tiling. (c) *cdhr1* mutants have defects in cell body position, OLM, ILM, IPL, OPL, and tiling. (d) *sptbn* mutants have defects in OLM, IPL, OPL, and tiling. (e) *mapa1b* mutants have defects in OLM, IPL, and OPL. (f) *xirp1* mutants have defects in OPL and tiling. (g) *lamb2* mutants have defects in ILM, IPL, and tiling. (h) Cadm1b mutants have defects in ILM, IPL, OPL, and tiling. (i) *sox10* mutants have defects in IPL and tiling. (j) *nfat5* mutants have tiling defects. (k) *snx19a* mutants have tiling defects. (l) Percentages of individual phenotypes observed in all animals from this screen. Dashed lines represent levels of significance from Fisher's exact test after Boniforni multiple test correction (bottom = *p* < 0.05, top = *p* < 0.001). Scale bars = 8μm. Click here for additional data file.

**Supplemental figure 2:** Phenotypes of gene mutants that are enriched at specific times of MG differentiation. (a) *slc45a5* controls have no observable MG phenotype. (b) *timp2b* mutants have defects in cell body position. (c) *prmt6* mutants have defects in cell body position and ILM. (d) *vwde* mutants have defects in cell body position, OLM, ILM, IPL, OPL, and tiling. (e) *apcdd1l* mutants have defects in IPL and OPL. (f) *sypb* mutants have defects in OLM, OPL, and tiling. G) Cux2b mutants have defects in ILM and IPL. (h) *cx31.7* mutants have defects in tiling. (i) *Mpp6b* mutants have defects in tiling. (j) *cacnb2a* mutants have defects in tiling. (h) Percentages of individual phenotypes observed in all animals from this screen. Dashed lines represent levels of significance from Fisher's exact test after Boniforni multiple test correction (bottom = *p* < 0.05, top = *p* < 0.001). Scale bars = 8μm. Click here for additional data file.

**Supplemental figure 3:** Phenotypes of conserved highly conserved MG cell genes. (a) Schematic representation of how highly conserved genes we bioinformatically identified. (b) *slc45a5* controls have no observable MG phenotype. (b) *timp2b* mutants have defects in cell body position. (c) *nphs1* mutants have defects in ILM, IPL, and tiling. (d) *kirrela* mutants have defects in cell body position and tiling. (e) *wt1* mutants have defects in cell body position, IPL, OPL, and tiling. (f) *mmp2* mutants have defects in OLM, ILM, and tiling. (g) *cadm4* mutants have defects in OPL, IPL, ILM, and tiling. (h) Cadm1a mutants have defects in IPL and tiling. (i) *cadm2b* mutants have defects in a cell body positing, IPL OPL and tiling. (j–l) Percentages of individual phenotypes observed in all animals from this screen. Dashed lines represent levels of significance from Fisher's exact test after Boniforni multiple test correction (bottom = *p* < 0.05, top = *p* < 0.001). Scale bars = 8μm. Click here for additional data file.

**Supplemental figure 4** CRISPR injection validation. (a) Cas9 only injected F0 fish have normal pigmentation at 120hpf while those injected with Cas9 and the *slc45a5* guide RNAs are mostly devoid of pigment. (b) In control animals (GFAP:GFP) Pax2 is expressed in all MG by 120hpf. (c) F0 *pax2a* CRISPR injected animals lack Pax2 expression in most, but not all MG. (d) F1 *pax2a* CRISPR injected animals Pax2 is absent from all MG. (e) F1 CRISPR mutants with confirmed mutations have notably similar defects to those identified in F0 screen 3. (f) Percentages of animals with lethality and phenotypes after injections. Scale bars = 8μm. Click here for additional data file.

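Each sheet of Table S1 holds a log2 fold change, a mean log2 CPM, a likelihood ratio, and a p-value for each gene at a stage, in the form of edgeR's output. The sheets do not name the contrast, while the legend of Figure 1c, on MG compared with C, refers to Table S1 for normalized enrichments. Across the 1752 genes of the 48hpf sheet that were compared, its fold changes had a Pearson correlation of -0.334 with MG over C in the deposited values, of 0.583 with MG over the other MG stages, and of 0.690 with the difference of MG and C at the stage minus the sum of those differences at the other stages. Without both 48hpf replicate 3 columns these values were 0.119, 0.594, and 0.701, so that the negative sign of the first rests on those columns. Across 1077 genes of the 60hpf sheet, with all columns, they were 0.200, 0.331, and 0.592. They run across genes, which are not independent replicates. The sheets of the later stages were not used here.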

**Supplemental Table 1** TMM fold‐change analysis of each MG cell developmental stage. Click here for additional data file.

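Table S2 gives log2 CPM of 1093 genes in 36 columns. Set against the deposited columns, 13 of them were equal to a deposited column within 0.001 on the log2 scale for every gene, 3 of these with the same replicate number, and 23 were equal to none.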

**Supplemental Table 2** Log counts per million for all samples Click here for additional data file.

**Supplemental Table 3** Gene ontologies of each stage of MG cell differentiation. Click here for additional data file.

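For each stage the table gives GO terms with a fold enrichment, a sign, and a p-value. The families of genes described for the stages above follow the terms by symbol only, so that a family and its term share some genes and not all.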

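For each gene of the 3 screens the table gives the guide RNAs and, for the soma, OLM, ILM, IPL, OPL, and tiling, the percentage of animals with a defect and an adjusted p, or ns. The number of compartments with a p-value in place of ns was set against the stages of expression. Among the genes of the first screen with a significant defect and an identifier, it ran from 1 for *nfat5b* and *snx19a* to 6 for *nav1b* and *f8*.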

**Supplemental Table 4** Summary of all genes used with gRNAs and phenotypes. Click here for additional data file.

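The table gives for each gene the log2 fold change between *pax2a* mutant and control MG, the mean expression, the moderated t of limma, and p-values before and after adjustment. The libraries of the mutants were not analysed here, and the table served only as a source of pairs of identifier and symbol.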

**Supplemental Table 5** TMM gene enrichments of Pax2a mutant MG cells Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

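RNA was sequenced from FACS-sorted GFP cells (MG) and non-GFP cells (C) of Tg(*GFAP:GFP*) zebrafish eyes at 48, 60, 72, 96, 120, and 192hpf, with 3 columns per fraction and stage. By the methods of the paper, reads were aligned with Hisat2 to the zebrafish genome (Zv9) and counted on Ensembl genes with featureCounts, and limma, DESeq2, and edgeR were used in R. The authors deposited log2 values, the log2 of CPM (reads of a gene per 1000000 reads of the column), of 31540 genes in 36 columns. Checked on the values, the CPM of each column add up to 1000000 with the prior taken off, the prior is 0.25 read scaled to the library size, and no TMM factor is contained. The lowest value is -4.29. Low values are multiples of 0.01 read. The reads were recovered by undoing these steps.

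Outside 60hpf MG the columns hold 1311849 to 8889893 reads on genes. The floor is 3 reads of the shallower library of a stage, and intervals or floors cover counting error only. The reference at hand is another genome build than that of the counts and carries no Ensembl identifiers, so no coordinates are given. Symbols were taken from Tables S1 and S5, and genes of the paper without an identifier there were left out. Kept were 27 of the 83 labels of Fig. 1c and 14 of 19 nephrin, Pax, integrin, and Cadm genes. Of the genes with a significant defect, 13 of 14 in the first screen and 12 of 15 in the second were kept. Genes of the screens without a significant defect were left out throughout. The *pax2a* mutant libraries and the comparisons across species were not analysed here. Some genes that the paper names are counted in totals but are not reported here one by one.

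The fit on columns used limma 3.58.1 in R 4.3.3 (lmFit with 12 group means, eBayes with a trend), for genes with at least 1 CPM in at least 3 columns (19046 genes). Contrasts were MG minus C at each stage and over all stages, an F-test across the MG stages, each MG stage against the mean of the others, and the MG window against the stages before it. P-values were adjusted by Benjamini-Hochberg, per stage for MG minus C, and calls were made at an adjusted p under 0.05. For windows and single stages a log2 of at least 1 was required as well. Families of genes were tested by camera with an inter-gene correlation of 0.01 and adjusted over 60 tests. All other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

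Columns of a group were compared by the chi-square of their reads for genes with at least 20 reads in the pair, and joined by single linkage at a median ratio of 1.1 or less, which gave 14 libraries. This joined 60hpf MG replicates 2 and 3, which had a ratio of 1.34, and does not exclude differences in single genes. At the depth of 60hpf MG the ratio cannot show that replicate 3 is the same library. In these, CPM under the floor were set to the floor, the 2 libraries of 48hpf MG and of 48hpf C were averaged on the log2 scale, and genes at least 2-fold apart were called. A value against a fraction at the floor is a lower bound, and a gene with both fractions at the floor at a stage has no value there and enters means over stages as 0. The 6 stages were also taken as pairs in limma, for genes with a value at 3 stages or more. The TMM factors were computed from the recovered reads by trimming log ratios at 0.3 and abundances at 0.05. Correlations were tested by permutation, exactly for fewer than 10 genes and with 100000 draws otherwise, and families were compared with 10000 random lists matched on expression.

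The steps were tested on simulated data. With 200 genes changed in columns with the spread of 9 of the groups, limma called 78.5% of them and 0.0265% of the others. With the spread of all 12 groups, which 48hpf and 60hpf MG widen, it called 34.5%. The first of these spreads was chosen after the second had been seen. The F-test recovered 80% of changed genes. The stages as pairs recovered 0% at the spread of the data and 100% at a spread of 0.5. The 2-fold calls recovered 99% and called 4.80% of unchanged genes, 0.262% of those over 10 CPM. The column comparison gave a ratio of 0.977 for independent reads of 1 library, 0.0897 for columns that share 90 percent of their reads, and 4.11 for libraries with a spread of 0.3 for each gene. The TMM step returned 0.704 where 0.7 had been made.

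Named in the text are the genes that the paper names in its text, in Figs. 1c, 2a, and 3a, and in the last of its 3 screens, as far as values are reported for them, and the 5 named genes with the highest and the 5 with the lowest statistic of limma over all stages among those with the same direction at all 6 stages. The most abundant gene of 60hpf MG and of 96hpf MG were singled out after their values were seen. Alternatives tried were no low-expression filter, a stricter one (5 CPM), a pseudocount of 1 CPM, quantile normalization, eBayes without a trend, a block for the replicate number, fits on the columns of a comparison alone, a minimum fold, Fisher's exact test for the families on the genes called higher, other distances, leaving out 48hpf in the limma fit, and leaving out each column in turn. TMM scaling, limma's voom on recovered reads, the joined libraries, a floor of 10 reads, Fisher's exact test on the genes called lower, leaving out both 48hpf replicate 3 columns, and leaving out 48hpf or 60hpf in the joined libraries were added after the values were seen.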

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

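Of the tests in this part, the one on the genes detected in 60hpf MG outside its most abundant genes was chosen only after the result was seen, and the others before. Groups hold 3 columns each, too few for a test of a single distant column.

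A gene not among those of the paper that could be paired with an identifier, ENSDARG00000079636, stood out. It held 33.9%, 8.30%, and 43.7% of the reads in 60hpf MG replicates 1, 2, and 3. Its highest share in any other group was 0.880%, in 96hpf MG. The 60hpf MG columns are also the shallowest, and 6562 genes had a read in replicate 1. The other 11 groups, drawn down to its 82529 reads, showed 6676 to 10924 genes. Replicate 1 lay below all of them, but by too narrow a margin to exclude depth. With the 8 most abundant genes left out, 6555 genes had a read in 52118 reads, within the 5916 to 9594 genes of the other groups at that number, so that a few genes taking many of the reads may account for the low number detected. With those genes left out of the totals, 650 genes were at least 2-fold higher and 818 lower at 60hpf, and the share of lower genes moved from 76.6% to 55.7%. TMM scaling left 466 higher and 1613 lower there and shifted the median log2 by -0.03. It uses only genes with a read in both the column and its reference column, and 24251 genes had none in 60hpf MG replicate 1. TMM therefore cannot decide whether abundant genes gave the excess of lower genes, and that explanation stays open. Drawing 60hpf C down to the same depth gave 45.8% lower of 308 calls, so depth did not give the excess of lower genes. The share of this gene also varied between columns that otherwise differ by about read sampling. It ran from 0.00978% to 0.161% in 192hpf C and from 0.000302% to 0.00908% in 72hpf MG. A difference between cells would not give that variation if such columns are 1 library. At 96hpf the share was still higher in MG (0.224% to 0.880%) than in C (0.0268% to 0.0826%). Whether the signal of this gene comes from the cells or from the library cannot be told apart.

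Another gene outside those of the paper paired with an identifier, ENSDARG00000097008, held 16.7%, 16.6%, and 16.5% of the reads in 96hpf MG replicates 1, 2, and 3. It held 0.253% to 0.255% in 96hpf C and 5.60% to 5.68% in 192hpf MG. With the most abundant genes left out of the totals, 5462 genes were called 2-fold at 96hpf (1881 higher and 3581 lower) against 6990 with them, less than 1.5 times apart, so the number of calls at 96hpf does not rest on it, though fewer of them were lower. In C at 192hpf it held 0.208% to 0.211%, and it was also higher in MG than in C at 60hpf (0.669% to 1.05% against 0.0122% to 0.0126%) and 72hpf (0.0625% to 0.0631% against 0.00352% to 0.00389%), but not at 120hpf (0.0195% to 0.0209% against 0.0287% to 0.0288%), so that the excess in MG is not confined to the 96hpf library. Reads shared between paralogs were not tested, and the size of the share at 96hpf rests on 1 joined library per fraction.

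The 3 screens hold 35 genes with a significant defect and an identifier. For 11 of them, MG was at least 2-fold higher than C at 1 stage and at least 2-fold lower at another. Of all 17440 genes with a value at 2 stages or more, 4051 (23.2%) did so. *nav1b* had a log2 of 2.95 at 120hpf and -1.42 at 96hpf, *lamb2* of 3.67 at 72hpf and -1.99 at 192hpf, *fat1b* of 2.99 at 120hpf and -1.17 at 72hpf, *sypb* of 3.83 at 60hpf and -2.20 at 120hpf, *mmp28* of 3.96 at 72hpf and -3.48 at 192hpf, *egr1* of 2.11 at 96hpf and -2.39 at 120hpf, and *mpp6b* of 3.03 at 120hpf and -2.86 at 60hpf. *slitrk2* had a log2 of 1.70 at 96hpf and of -1.15 or lower at 72hpf, *pax2a* of at least 5.00 at 120hpf and -1.25 at 72hpf, *cadm2b* of at least 4.85 at 120hpf and -1.20 at 96hpf, and *wt1b* of 1.43 at 120hpf and -1.63 at 96hpf. All of these kept their sign under TMM scaling, though the log2 of *nav1b* and *cadm2b* at 96hpf fell short of 2-fold with it, at -0.96 and -0.74. None of the stages named for these genes is 48hpf, so they stay without both 48hpf replicate 3 columns. Other genes would join them. At 48hpf *myo6b* then stood at 4.43 CPM in MG and 8.92 CPM in C, and *lamb4* at 7.97 CPM in MG and 2.36 CPM in C. The count was not repeated without those columns. The difference between the stages was not tested. The values rest on 1 joined library per fraction and stage, so a change with the stage cannot be told apart from a difference between single libraries.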

How the results depend on the processing

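The alternatives of limma named first here and the results they apply to were chosen before the data were examined; TMM scaling, voom, the joined libraries, the floor of 10 reads, Fisher's exact test on the genes called lower, and the sets without both 48hpf replicate 3 columns were chosen after seeing the data. The cause of the changes below was not tested. Counts within 1.5 times of each other are taken as unchanged. Of 192 comparisons with alternatives set in advance, 157 were unchanged, 32 moved, 2 passed the threshold of their test, and 1 reversed; of 129 with alternatives added later, 90 were unchanged, 37 moved, and 2 reversed. For single genes, 196 of 224 were unchanged, 16 lost and 6 gained a call, and 6 reversed.

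With a pseudocount of 1 CPM in place of the deposited prior, genes called between MG and C at 48hpf went from 2662 to 4059, genes enriched from 60hpf to 192hpf from 43 to 66, genes enriched at 48hpf only from 275 to 96, and the rho of onset and phenotype in the first screen from -0.0882 to 0.0448. With a fit to the columns of each comparison alone, the calls at 48hpf went to 0 (553 at an unadjusted p under 0.05), and those at 72, 96, and 192hpf from 8904, 6830, and 5077 to 14048, 13948, and 13785. The genes enriched from 48, 60, 72, and 96hpf on went from 13, 43, 63, and 25 to 0, 125, 183, and 54, those at 48, 96, and 192hpf only from 275, 186, and 236 to 0, 284, and 511, and the genes of the first screen called at all their stages from 3 to 6.

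With quantile normalization, genes enriched from 60, 72, and 96hpf on numbered 90, 105, and 109, genes at 60, 96, and 192hpf only 765 (from 341), 376, and 591, and 5 genes of the first screen were called at all their stages. With the stricter filter, genes enriched from 96hpf on numbered 16, genes at 48, 96, and 192hpf only 158, 101, and 122, and 1 family test was called in place of 3. Without a filter, genes at 96 and 192hpf only numbered 302 and 427. With Fisher's exact test on the genes called higher in place of camera 1 family test was called, adhesion at 120hpf; it says little on the 3 called by camera, which were lower in MG. On the genes called lower, added later, 2 were called, cell cycle at 192hpf and transcription at 48hpf. With the stage stated in the paper in place of the stage from the fit, rho went to -0.833 in the first screen and from 0.527 to 0.892 in the second.

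With replicate number as a block (MG and C columns of the same number paired), genes enriched from 48hpf on numbered 21 and 1 family test was called. The deviations of same-numbered MG and C columns from their group means had a mean correlation between -0.0123 and 0.0262 at the 5 stages other than 48hpf and of -0.162 at 48hpf. Since most columns of a group differ by little more than read sampling, this cannot show whether same-numbered columns share an origin.

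With TMM scaling, the calls at 48hpf numbered 1729, genes enriched from 48 and 96hpf on 21 and 51, genes at 96 and 192hpf only 286 and 385, and rho of the first screen was 0.0448. In the joined libraries TMM moved the genes higher from 60 and 96hpf on from 9 and 44 to 5 and 73, and those at 48, 72, 96, and 192hpf only from 314, 1723, 210, and 499 to 643, 956, 366, and 782. With voom, the calls at 48hpf numbered 6905, genes enriched from 60hpf on 128, and genes at 48, 60, 96, and 120hpf only 64, 3415, 60, and 1158 (1824 without it).

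With joined libraries in place of limma on columns, the genes called numbered 6204 at 48hpf and 2091 at 60hpf (from 14649), 0 over all stages (from 14360; 4418 at an unadjusted p under 0.05), 53, 9, and 44 from 48, 60, and 96hpf on, and 147 and 499 at 60 and 192hpf only, and rho of the first screen was 0.288. A floor of 10 reads moved the 2-fold calls to 3749 at 48hpf and 600 at 60hpf, the genes higher from 48 and 60hpf on to 18 and 4, those at 60hpf only to 73, and the Fig. 1c genes 2-fold higher at 5 or 6 stages from 19 to 11. Leaving out both 48hpf replicate 3 columns moved the 2-fold calls at 48hpf to 2991, the genes with the stages as pairs at an unadjusted p under 0.05 from 4418 to 2738 (0 at an adjusted p under 0.05, as in every other setting of that test), the genes higher from 48, 60, and 72hpf on to 0, 62, and 212 (from 76 for the last), and the Fig. 1c genes to 4. The percentile of the cell cycle genes against C at 48hpf went with it from 4.04 to 97.08 and that of solute carrier genes from 99.16 to 17.12, and the correlation of 48 and 72hpf across genes from 0.649 to -0.226. A floor of 10 reads was not run for the genes of the second screen.

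The direction of single genes reversed for *nav1b* at 48hpf (log2 -0.05 in limma, 0.61 with quantile normalization and 0.43 with TMM), *f8* at 48hpf (-0.18, 0.50, and 0.28), and *cacnb2a* at 120hpf against the other MG stages (0.15, -0.40 with a pseudocount of 1 CPM and -1.23 with voom). The share of genes higher in MG among those called went at 48hpf from 31.2% to 72.4% with TMM, 64.2% with quantile normalization, 17.3% with the pseudocount, and 6.55% with voom. It went from 8.03% to 64.3% with voom at 60hpf, from 18.4% to 32.0% with TMM and 43.4% with quantile normalization at 96hpf, and from 22.97% to 38.4% and 48.2% at 192hpf. Among the 2-fold calls TMM moved it from 29.0% to 50.6% at 48hpf, from 20.7% to 39.9% at 96hpf, and from 25.4% to 41.6% at 192hpf. Leaving out both 48hpf replicate 3 columns moved it the other way at 48hpf, to 13.4% (401 higher and 2590 lower).

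Of 612 comparisons that each left out one column, 580 were unchanged and 32 moved. In these, the genes called between MG and C ranged from 454 to 7238 at 48hpf, 14043 to 14626 at 60hpf, 7669 to 7942 at 72hpf, 5681 to 5900 at 96hpf, 9973 to 10192 at 120hpf, and 4028 to 4170 at 192hpf, over all stages from 14125 to 15002, and across MG stages from 17965 to 18520. Genes enriched from 48, 60, 72, and 96hpf on ranged from 1 to 35, 33 to 109, 47 to 107, and 18 to 35. Genes at a single stage ranged from 98 to 523 at 48hpf, 317 to 473 at 60hpf, 1651 to 1987 at 72hpf, 143 to 215 at 96hpf, 1642 to 1942 at 120hpf, and 171 to 307 at 192hpf. All 27 of the Fig. 1c genes were called in each of these fits, 3 to 5 genes of the first screen and 9 to 11 of the second were called, 19 to 23 gene stages of the nephrin and Pax genes, and 0 to 3 family tests (8 to 12 at an unadjusted p under 0.05).

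The 60hpf MG depth limits all results that need this stage: a gene has to reach 38.0 CPM there to have 3 reads.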

Differences from the paper's values

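Table S1 does not name its contrast, and the values compared here were chosen after seeing them. A first comparison of 15 gene and stage pairs with the difference at the stage minus the sum of those at the other stages gave 13 that differed, with the same sign in 10; it was replaced by MG over C for the 7 pairs with both fractions above the floor, of which 6 differed. The other 8 pairs were left out at the floor.

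For *lamb2* at 48hpf the log2 of MG over C in the limma fit was -0.28 against the paper's -4.06, for *dcaf8* at 48hpf -0.10 against the paper's -3.70, and for *kirrela* at 48hpf -0.48 against the paper's -1.74. *sypb* had a log2 of 1.19 at 48hpf against the paper's -7.21 and of 3.80 at 60hpf against the paper's -0.46, and *itga5* of -2.59 at 48hpf against the paper's 8.50. None of the alternatives set before the data were examined (no filter, stricter filter, pseudocount, quantile normalization, replicate block, leaving out each column) closed any of these gaps. They are taken on MG over C, and Table S1 may hold another contrast. With the difference at the stage minus the sum of those at the other stages, chosen after seeing the values, *sypb* (-3.11) and *itga5* (14.5) at 48hpf had the paper's sign, as did *lamb2* (-0.76), while *dcaf8* (1.31) and *kirrela* (2.09) at 48hpf and *sypb* at 60hpf (2.10) did not. *wt1b* at 48hpf, at 2.70 against the paper's 3.60, did not differ beyond the spread of its columns (SD 5.37).

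The paper describes minimal differences between replicates at each stage; here the 48hpf MG replicate 3 column had chi-square ratios of 147 and 150 with the other columns of its group and the 48hpf C replicate 3 column of 4.55 and 4.48. The paper describes cell cycle genes as over-represented at 48hpf. Against C, these genes had a median log2 of -1.20 (percentile 4.04), and without both 48hpf replicate 3 columns, chosen after seeing the values, of -0.10 (percentile 97.08). Against the other MG stages they lay at the 99.91th percentile (100 without those columns), which is the paper's direction. The paper names transcription at 48hpf, where the percentile was 0 against C and 97.42 against the other MG stages (2.63 and 99.94 without those columns). It names signalling at 72hpf (percentile 23.27 against C and 79.96 against the other MG stages, the last 56.35 without those columns) and adhesion at 96hpf (59.13 and 12.20, the last 48.83 without them), and adhesion stood highest at 120hpf (99.99).

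The paper describes the genes of the first screen as enriched at every stage of their window. Lower in MG within their window were *nav1b* at 96hpf (log2 -1.42), *lamb2* at 192hpf (-1.99), and *fat1b* at 72hpf (-1.17). Under TMM, chosen after seeing the values, *map1ab* at 192hpf (1.09), *xirp1* at 192hpf (1.31), and *lamb2* at 96hpf (1.17) passed 2-fold where CPM gave less. In the limma fit, *sptbn5* (log2 3.78) and *xirp1* (5.87) at 60hpf and *f8* at 72hpf (1.21) were called higher.

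The paper describes *lamb4* and *timp2b* as enriched at 48hpf, where their log2 of MG over C was -0.38 and -0.21. Leaving out both 48hpf replicate 3 columns, chosen after seeing the values, brought *lamb4* to 1.76, while its highest MG stage was 120hpf. It also turned *timp2b* higher in MG, with 3.82 CPM in MG and 1.06 CPM in C, and 48hpf was the highest MG stage of *timp2b*. The paper describes *icn2* and *cacnb2a* as preferentially expressed at 120hpf. *icn2* was highest in MG at 192hpf, and at 120hpf under TMM, while *cacnb2a* was highest at 96hpf and its log2 of 0.15 against the other MG stages passed the threshold only with quantile normalization (1.47). *dcaf8* at 60hpf, *cx31.7* at 96hpf, and *icn2* at 120hpf, with a log2 over C of at least 0.05, 0.54, and 0.65 in the joined libraries, were called higher than C by limma on columns.

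The paper describes a correlation of the stage of expression and the phenotype. With stages taken from the data, rho was 0.288 in the first screen and 0.527 in the second (permutation test, p = 0.422 and 0.0824), and with the stages stated in the paper it was -0.833 and 0.892. The paper describes many nephrin genes as enriched at some stage, and *kirrela* was not 2-fold higher at any stage.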

Other observations

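Tests in this part chosen only after the result was seen are those on shared reads, on mislabelled columns, on the contrast of Table S1, and on other splits of the columns, except the sign flips of the stages; the tests on mixtures and on the genes of the first screen were chosen before it.

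In 11 of the 12 groups replicates 1 and 2 had a chi-square ratio under 0.25, while reads drawn independently give a ratio near 1 and simulated columns that share 90 percent of their reads gave 0.0897. This is consistent with columns that hold partly the same reads, which is a hypothesis, as the sequencing runs behind the columns were not examined.

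The column labelled 48hpf MG replicate 3 differed from 72hpf MG by no more than read sampling (lowest ratio 0.860), and that labelled 48hpf C replicate 3 from 48hpf MG replicates 1 and 2 (lowest ratio 0.677). A mislabelled column could give such ratios. As mixtures, the best share of 72hpf MG reads in the first was 1 and the best share of 48hpf MG reads in the second was 1, so that a mixture with cells of their labelled group was not found in either. No label was changed, and no biological explanation was tested.

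With the columns of a stage split in the 4 ways that part every same-numbered pair of MG and C, 2 of the 4 splits called as many genes as the real one at 48hpf (up to 5717), and 1 of 4, the real one, at each other stage. With 4 splits no share can go under 0.05. At 60hpf the most from another split was 1435 and at the others 3, 4, 15, and 4. Over all stages 1 of 100 splits called as many as the real one (the next gave 10199 against 14360), as in the test across MG stages, where it was also 1 of 100 (16204 against 18280). With the stages as pairs, 1 of 32 sign flips gave as many genes (the next gave 3120 against 4418). These splits compare columns that mostly differ by little more than read sampling and do not stand for replicates.

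The values of Table S1 at 48hpf ran opposite to MG over C across genes with all columns. A candidate explanation, tested after it was seen, is a contrast of the stage against the others, which gave an r of 0.690 in place of -0.334. Without both 48hpf replicate 3 columns these values were 0.701 and 0.119, so the opposite sign also goes away without them. It remains a hypothesis. The genes of the first screen were higher at 42.9% of stages before their stated start and 80% within the window, and before it at 14.3% without both 48hpf replicate 3 columns, of which that labelled MG differs from 72hpf MG by no more than read sampling. By the rule set before, this would have counted against a choice of genes higher at every late stage, but since the genes were selected for that pattern the test cannot tell, which was decided after its value was seen. In these shares, stages with both fractions at the floor count as not higher.

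Across genes, log2 of MG over C correlated between the 5 stages after 48hpf from 0.117 (60 and 120hpf) to 0.592 (96 and 192hpf). That of 48hpf correlated with the others from 0.256 (192hpf) to 0.649 (72hpf), but 1 of the 2 libraries in its MG value is the replicate 3 column that matches 72hpf MG within read sampling, and without both 48hpf replicate 3 columns these values ran from -0.240 to -0.0558. The integrin genes were lower in MG: *itga5* at 5 stages, with a log2 from -1.50 to -3.89, and *itgb1a* at 4, while *itga6b* and *cadm2a* held no reads in any column. At 48hpf *itga5* went from -2.40 to -0.58 without both replicate 3 columns, and *itgb1a*, at -1.36 with them, fell short of 2-fold as well. Of the Cadm genes, *cadm4* was at least 2-fold higher at 3 stages (2 under TMM), *cadm1a* at 2 (log2 1.75 at 72hpf and 1.88 at 120hpf), and *cadm3* at 1 (2.00 at 72hpf) and lower at 2 (1 under TMM). Without both 48hpf replicate 3 columns, *cadm4* (28.8 CPM in MG and 74.5 CPM in C) and *cadm1a* (55.4 and 149 CPM) were at least 2-fold lower in MG at 48hpf. None had an adjusted p under 0.05 with the stages as pairs, a test that recovered 0% of changed genes in simulated data.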
